# Metformin suppressed the proliferation of LoVo cells and induced a time-dependent metabolic and transcriptional alteration

**DOI:** 10.1038/srep17423

**Published:** 2015-11-30

**Authors:** Jiaojiao He, Ke Wang, Ningning Zheng, Yunping Qiu, Guoxiang Xie, Mingming Su, Wei Jia, Houkai Li

## Abstract

Metformin is a widely used anti-diabetic drug with potential anti-tumor activity. However, little is known about its global metabolic and transcriptional impacts on tumor cells. In current study, we performed a metabolic profiling on human-derived colon cancer LoVo cells treated by 10 mM metformin for 8, 24 and 48 h. An obvious time-dependent metabolic alteration was observed from 8 to 48 h, prior to the reduction of cell viability. A total of 47, 45 and 66 differential metabolites were identified between control and metformin-treated cells at three time points. Most of the metabolites were up-regulated at 8 h, but down-regulated at 24 and 48 h by metformin. These metabolites were mainly involved in carbohydrates, lipids, amino acids, vitamins and nucleotides metabolism pathways. Meanwhile, the transcirptomic profile revealed 134 and 3061 differentially expressed genes at 8 and 24 h by metformin. In addition to the cancer signaling pathways, expression of genes involved in cell energy metabolism pathways was significantly altered, which were further validated with genes in glucose metabolism pathway. Altogether, our current data indicate that metformin suppressed the proliferation of LoVo cells, which may be due to the modulation on cell energy metabolism at both metabolic and transcriptional levels in a time-dependent way.

Colorectal cancer is one of the leading causes of tumor-associated death worldwide, and a higher risk of colorectal cancer is observed in patients with type 2 diabetes^1^,^2^. The observational studies indicate that metformin treatment lowers the risk of colon cancer in type 2 diabetes patients^3^, and several lines of experimental evidence suggest that the mechanisms underlying the suppression on aberrant crypt foci formation of metformin are associated with the inhibition of mTOR resulted from the activation of AMPK^4^. However, very little is known about the global metabolic impacts of metformin linking to the colon cancer development.

The alteration in cell energy metabolism is a hallmark of tumor cells, which are more dependent on aerobic glycolysis to generate ATP for cell growth. Metformin is a potent activator of AMP-activated protein kinase (AMPK), which plays a crucial role in modulating cell energy metabolism and insulin sensitivity. The anti-tumor property of metformin is proposed in either AMPK-dependent or –independent way^5^,^6^. The molecular mechanism involves inhibition of mammalian target of rapamycin complex I (mTORC1)^7^, as well as the induction of p53-dependent cell cycle arrest and apoptosis^8^,^9^. In addition, metformin is also a poisoner of mitochondria by impairing the function of complex I^10^, leading to the increased aerobic glycolysis as compensation . The suppression of complex I prevents NADH oxidation, which results in the requirement for cytosolic NADH being oxidized by converting pyruvate to lactate. Given the fact of complicated metabolic impacts of metformin on either metabolic diseases or tumors, the omics-based approaches are powerful for deciphering the global effects of metformin on tumors.

Metabolomics holds the advantages of revealing the comprehensive metabolic alterations in a biological system either alone or in combination with other omics approaches. In breast cancer cells, metabolomic fingerprint indicates that metformin treatment results in significant accumulation of 5-formimino-tetrahydrofolate, and the supplementation of hypoxanthine for purine salvage pathway greatly attenuates the anti-tumor effect of metformin^11^. This metabolomic-based study uncovers that metformin can function as antifolate chemotherapeutic agent that induces tumor suppressor through the folate-related one-carbon metabolic pathways. Meanwhile, the global metabolic impacts of metformin have also been investigated in a Src-inducible model of cellular transformation and breast cancer stem cells^12^. The results show that metformin decreases the intermediates of glycolysis and TCA cycle, as well as depletion of nucleotide triphosphates, which are consistent with the well-established effect of metformin on inhibiting the activity of mitochondrial complex I.

In the present study, we performed a combined metabolomic and transcriptomic study on the global effects of metformin with different culture time on a human-derived colon cancer LoVo cells. Our results indicate metformin treatment exerts transparent impacts on LoVo cells both at transcriptional and metabolic levels earlier than the appearance of cell viability reduction. The metabolomic data indicate that most of the cellular metabolites are depleted during the culture period from 8 to 48 h in control LoVo cells, whereas metformin treatment accelerates the depletion of cellular metabolites at 24 and 48 h, except for at 8 h. Meanwhile, the transcriptomic results indicate that metformin treatment resulted in over 130 and 3000 differentially expressed genes at 8 and 24 h, respectively. The combined metabolic and transcriptional results suggest the cell energy metabolism pathway is the main target of metformin.

## Experimental Section

### Cell culture and treatment

Human-derived colon cancer LoVo cells (CCL-229) from ATCC were routinely cultured in 10 cm dishes at 37 °C in a humidified atmosphere of 5% CO_2_ in 10% FBS DMEM supplemented with 100 U/ml penicillin and 100 mg/ml streptomycin. The metabolic profiling was performed on cells treated with or without 10 mM metformin (Sigma Aldrich, USA) for 8, 24 and 48 h, respectively, while the transcriptomic profiling was conducted on cells after 8 and 24 h of metformin treatment.

### Determination of cell viability

Cells were seeded in 96-well plates at 2 × 10^4^ cells/well in 10% FBS DMEM (GIBCO, USA). After 24-h culture, cells were treated with Metformin at different concentrations from 0, 0.5, 1, 2.5, 5, and 10 mM in 10% FBS DMEM for 24 h. Then, cell viability was determined using the cell counting kit-8 according to the instructions.

### Metabolic profiling of cells

The cellular metabolic profiling was carried out on GC/TOFMS (Pegasus HT system, Leco Corporation) and LC/TOFMS (Agilent Corporation) after the two-step extraction of cellular metabolites with mixed solvent. The cellular metabolite extraction process was described as following: Place the 10 cm dishes containing about 1 × 10^7^ cells/each on ice. Remove the culture medium and wash with 5 ml of ice-cold isotonic saline (0.9% [w/v] NaCl for three times. Add 1 ml of ice-cold 0.9% NaCl and scrape the cells off carefully. Transfer the cells into a 1.5 ml centrifuge tube, and centrifuge at 1000 × g for 2 min at 4 °C. Remove the supernatant and repeat the washing step twice with 0.9% NaCl. After that, add 350 μl of methanol : chloroform : water (2.5:1:1 [v/v/v]) mixed solvent which has been refrigerated at −20 °C completely. Vortex for 30 s and sonicate for 5 min in ice water. Centrifuge at 13,200 rpm for 15 min at 4 °C. Transfer 175 μl of supernatant to a GC and LC sampling vial respectively for the following GC/TOFMS and LC/TOFMS analysis. The sample residue was extracted with 350 μl of methanol again. Vortex for 30 s, and sonicate for 5 min. Centrifuge at 13,200 rpm for 15 min at 4 °C, and transfer 175 μl of supernatant to the GC and LC sampling vials respectively. Then, each sample was added with internal standards (10 μL heptadecanoic acid at 1 mg/mL and 4-chlorophenylalanine at 0.3 mg/mL). For GC/TOFMS analysis, the metabolite extraction was vacuum dried at room temperature, and the residue was then chemically derivatized with BSTFA, while the LC/TOFMS was performed directly with the solvent extraction. The protocols for GC/TOFMS and LC/TOFMS were described previously^13^,^14^.

### Transcriptomic profiling of cells

After the time course experiments, cells were collected and total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA), followed by purification on an RNeasy column (Qiagen, Germantown, MD) and quantified by UV absorption (Nanodrop, Thermo Scientific). RNA quality was evaluated by RNA 6000 Nano LabChip (Agilent Technologies, Santa Clara, CA) on an Agilent 2100 Bioanalyzer. Following quantification, 1 μg of each total RNA sample was amplified, labeled and hybridized according to the standard Affymetrix protocols by Expression Analysis, Inc. (Durham, NC, USA). The platform was used the Affymetrix HG-U133_Plus_2.0 Array. Expression values were calculated using Affymetrix GeneChip analysis software MAS 5.0. CEL files have been deposited to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE67342.

### Gene expression analysis with RT^2^ Profiler PCR Array

Following the analysis of transcriptomic data, commercial RT^2^ Profiler PCR Arrays were used for quantitation of 84 targeted genes involved in glucose metabolism pathways (Cat no. PAHS-006Z, QIAGEN, Germany) in LoVo cells treated with or without metformin for 8 and 24 h, which are independently different with those used for transcriptomic profiling. Briefly, the total RNA was extracted with RNeasy Mini Kit (Cat no. 74104, QIAGEN, Germany) and 1 μg of total RNA was subjected to first strand cDNA synthesis with RT^2^ HT First Strand Kit (Cat no. 330411, QIAGEN, Germany) according to the manufacturer’s instructions. The synthesized cDNA samples were analyzed with RT^2^ Profiler PCR Arrays in triplicate on ABI7500 system (ABI).

### Data analysis

For GC/TOFMS data analysis, the sample information, peak retention time, and peak area (quant mass) were included in the final data set. All those known artificial peaks, such as peaks caused by noise, column bleed, and the BSTFA derivatization procedure, were removed from the data set. The resulting data were normalized to the internal standard prior to statistical analysis. The normalized data were mean centered and unit variance scaled during chemometric data analysis in the SIMCA-p 13.0 Software package (Umetrics, Umeå, Sweden). The unsupervised multivariate statistic, principal component analysis (PCA) was first used to compare the metabolic profiles between groups. Differential variables were then selected with the criteria of variable importance in the projection (VIP > 1) in the partial least-squares-discriminant analysis (PLS-DA) model and p < 0.05 in a Student’s t-test. Compound identification was performed by comparing the mass fragments of interesting variables with NIST 05 standard mass spectral databases in NIST MS search 2.0 (NIST, Gaithersburg, MD) software at a similarity score of greater than 70%. The identified differential metabolites were then validated by using available reference compounds. The corresponding fold change shows how these selected differential metabolites varied between groups.

For LC/TOFMS data analysis, The resulting .d files were then centroided, deisotoped, and converted to mzData xml files using the MassHunter Qualitative Analysis Program (vB.03.01) (Agilent). Following the conversion, the xml files were analyzed using the open source XCMS package (v1.24.1) (http://metlin.scripps.edu), which runs in the statistical package R (v.2.12.1) (http://www.r-project.org), to pick, align, and quantify features (chromatographic events corresponding to specific m/z values and rention times). The software was used with default settings as described (http://metlin.scripps.edu) except for xset (bw = 5) and rector (plottype = “m”, family = “s”). The created .tsv file was opened using Excel software and saved as .xls file. The resulting data sheet was normalized to the internal standard and used for further analysis. Metabolite annotation was performed by comparing the accurate mass (m/z) and retention time (Rt) of reference standards in our in-house library and the accurate mass of compounds obtained from the web-based resources such as the Human Metabolome Database (http://www.hmdb.ca/) and The METLIN Metabolite Database (http://metlin.scripps.edu/).

For the microarray data analysis, only those probes with “perfect value” present in >2 samples (60%) in each group were applied in further analysis. Principal component analysis (PCA) was used to summarize gene expression profiles between groups. The SAM (Significance Analysis of Microarrays) method to evaluate statistical significance of changes in gene expression, and took the two-class unpaired analysis at false discovery rate (FDR) <0.01 and adopted a cutoff of 1.2-fold changes^15^. Gene Ontology (GO) enrichment analysis of the differentially expressed genes was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/)^16^. To identify significant enrichment of GO terms, the expression analysis systematic explorer (EASE) score threshold in DAVID was set to ≥1.3 (p < 0.05). To analyze the relationship of differentially expressed genes with metabolic processes, the Paintomics (http://www.paintomics.org/cgi-bin/main2.cgi)^17^ was used to visualize the distribution of differentially expressed genes on known metabolic pathways in Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) database^18^. Hierarchical clustered heat maps were produced with Cluster 3.0 and TreeView software (M. B. Eisen Laboratory, Stanford University, Stanford, CA).

## Results

### Metformin dose- and time-dependently suppressed the proliferation of LoVo cells

To determine an optimal concentration of metformin for suppressing proliferation of LoVo cells, we first treated LoVo cells with a series of concentrations of metformin from 0.5 to 10 mM for 48 h, and found that the proliferation of LoVo cells were significantly suppressed by metformin in a dose-dependent way (Fig. 1A). Then, we treated the LoVo cells with 1 mM and 10 mM metformin, respectively, and the cell viability was measured at 8, 24, and 48 h of treatment to characterize the time-dependent impacts of metformin. We observed that the proliferation of LoVo cells were significantly suppressed by metformin after 24 h treatment at both 1 and 10 mM concentrations, whereas there was no significant difference in cell viability among groups at 8 h (Fig. 1B). Meanwhile, the color of cell cultural media underwent obvious change in metformin treated wells at 24 and 48 h (Fig. 1B), which may due to the over-production of lactate induced by metformin.

### Metformin induced time-dependent metabolic reprogramming on LoVo cells

The metabolic profile was evaluated between control and metformin treated cells at three different time points using unsupervised statistics, PCA on the basis of 158 identified cellular metabolites from GC/TOFMS and LC/TOFMS. The PCA loading plots showed that the cell samples of con 8 h and con 24 h almost clustered together, but were clearly separated from those of con 48 h (Fig. 2A), suggesting the gradual alteration of cellular metabolites with culture time. A similar time-dependent metabolic alteration was also observed in metformin-treated cells (Fig. 2A), which was further characterized by individual comparisons between control and metformin groups at different time points (Fig. 2B–D). To further investigate the impacts of both culture time and metformin treatment, a heatmap among all groups was drawn on the basis of relative intensity of total 158 identified metabolites compared to con 8 h group. Generally, the amount of cellular metabolites was obviously downregulated with culture time either in control or metformin-treated cells. However, most metabolites in met 8 h group were upregulated in comparison with con 8 h, but were further depleted by metformin at 24 h and 48 h (Fig. 2E). These metabolic profiles indicate a time-dependent alteration in amounts of cellular metabolites resulted from culture time and/or metformin treatment.

To further investigate the metabolic impacts of metformin on LoVo cells, the supervised PLS-DA models were constructed between control and metformin-treated groups at different time points. The differential metabolites between groups were determined based on the criteria of VIP > 1 in the PLS-DA model and P < 0.05 in Student’s t-test. We identified 47, 45 and 66 differential metabolites between control and metformin-treated cells at 8, 24 and 48 h, respectively (Tables 1, 2, 3, [Table t1], [Table t2], [Table t2], [Table t2], [Table t2], [Table t3]), whereas the quality of PCA and PLS-DA models was summarized in Table 4. These differential metabolites are involved in the main energy metabolism pathways including amino acids, TCA cycle, carbohydrates, fatty acids, and nucleotides metabolism. In respect to the identified differential metabolites between control and metformin-treated cells at 8, 24 and 48 h, we observed that the exposure to metformin resulted in comprehensive impacts on cell metabolism, especially in energy metabolism, which is prior to the appearance of cell viability reduction. In metformin-treated cells, valine, leucine, isoleucine, and several other essential amino acids were transiently upregulated and finally depleted, suggesting the early suppression on protein synthesis by metformin. At 24 h, we observed that metformin-treated cells had almost five folds increase in amount of oxidized glutathione, and almost complete depletion of glutathione. The metformin-induced over-production of lactate is usually observed in diabetic patients. However, in this study we observed that the contents of cellular lactate were decreased by metformin at 24 and 48 h, which was accompanied with an increased lactate secretion into culture media (data not shown).

### Metformin altered the gene expression profile of LoVo cells time-dependently

In addition to the metabolic profiling, the global gene expression of control and metformin-treated cells at 8 and 24 h was also analyzed for elucidating the transcriptional modulation of metformin. 

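The values behind this part are those of 12 Affymetrix HG-U133_Plus_2.0 arrays of LoVo cells, a human colorectal cancer cell line, with 3 arrays in each of 4 groups. Control cells were collected after 8 h (Con 8 h) and 24 h (Con 24 h), and cells treated with 10 mM metformin, a biguanide used against diabetes, after 8 h (Met 8 h) and 24 h (Met 24 h). The sample records call the 3 arrays of a group biological replicates and say no more about the cultures. The methods give 1 μg of total RNA per labeling, and the sample records give 6 μg. The authors computed the signals with MAS 5.0, which corrects each array for background, subtracts mismatch from perfect match probes and scales every array to the same trimmed mean. The deposited signals are linear intensities from 0.1 to 42317.1, and their mean after trimming 2% from each end was 500.1 in every array. The median signal was 74.0 ± 7.21 (SD, n = 3) in Con 8 h, 70.4 ± 2.21 in Met 8 h, 77.3 ± 7.44 in Con 24 h and 76.0 ± 5.52 in Met 24 h. The 3' minus 5' difference of GAPDH, a sign of RNA degradation, had group means from -0.21 to -0.18 on the log2 scale, and that of ACTB from 0.09 to 0.14.

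Bacterial transcripts added before hybridization, measured by 9 probe sets, had a mean log2 signal of 11.62 ± 0.12 (SD, n = 3) in Met 24 h and 11.39 ± 0.08 in Con 24 h. Their difference of 0.23 had an exact permutation p = 0.1 (2-sided), the smallest p that 3 arrays against 3 allow. At 8 h the difference between metformin-treated and control cells was 0.10 (exact permutation p = 0.3). An alternative scaling on these transcripts, chosen after their values were seen, shifted the median log2 fold change of all genes by -0.10 at 8 h and by -0.23 at 24 h. MAS 5.0 scaling therefore reports changes relative to the other transcripts of an array.

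Signals were taken to log2, and the upper 50% of the probe sets by mean over all arrays were kept, because the table holds no detection calls for the filter of the methods. Each of 12213 genes was represented by its brightest probe set. Differentially expressed genes were called with limma at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.2, the limits of the methods. The gene lists, the comparisons and the rule for the genes named were fixed before the data were examined. Simulated data had the spread of these arrays, and 200 of the 12213 genes changed between Met 24 h and Con 24 h in each run. There, 34.3% of genes with a log2 fold change of 0.6 were called and 83.6% of those with 1.2, and 1.72% of the calls were false. In the data limma called 2471 genes at 24 h, so recovery with that many changes was not measured. The number of arrays limits the precision of the calls.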

First, the transcriptomic profiling with all the detected probes was evaluated using PCA model. The PCA score plot showed that samples of control or metformin-treated cells at 8 h were relatively clustered together, whereas those at 24 h were distinctly separated, suggesting the time-related gene expression panel of control cells. 

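Control cells changed between 8 and 24 h of culture. Genes of the amino acid response, which the transcription factor ATF4 drives, were upregulated in Con 24 h compared to Con 8 h. Among them, DDIT3, which encodes the stress transcription factor CHOP, had a log2 fold change of 2.35 (standard error 0.11, adjusted p = 2.3e-08), and TRIB3, a pseudokinase that inhibits AKT, had 1.79 (standard error 0.08, adjusted p = 1.6e-08). Targets of HIF-1, the transcription factor of the hypoxia response, were upregulated as well, such as NDRG1 with 2.05 (standard error 0.13) and the mitophagy receptor BNIP3L with 1.70. Genes of DNA replication and the G1/S transition were downregulated, such as the cyclin gene CCNE2 with -1.47 (standard error 0.12) and CDC45, a part of the replicative helicase, with -1.07. The gene with the largest rise was MXD1, which encodes an antagonist of MYC, with 2.57, and TXNIP, which encodes an inhibitor of glucose uptake, fell by 1.91 on the log2 scale.

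Of 37 ATF4 targets tested, 29 were upregulated and 0 downregulated (31 and 0 when adjusted over the list alone). The camera test of limma gave the list an adjusted p = 7.8e-26 (adjusted p = 0.0036 with an estimated correlation between genes). Of 28 HIF-1 targets, 22 were upregulated and 0 downregulated (23 and 0 when adjusted over the list alone), with a camera adjusted p = 7.7e-20 (adjusted p = 0.0002 with an estimated correlation). Of 45 genes of DNA replication, 0 were upregulated and 25 downregulated (0 and 29 when adjusted over the list alone), with a camera adjusted p = 1.3e-17 (adjusted p = 0.0042 with an estimated correlation). At an unadjusted p under 0.05, 0 genes of the 3 lists moved against their list, and 0 did by SAM. SAM called 24 ATF4 targets and 18 HIF-1 targets upregulated, and 3 genes of DNA replication downregulated.

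In all, 989 genes were upregulated and 841 downregulated with culture time (1830 genes). The count was 2477 without Met 24 h replicate 2, an array outside this comparison that enters the shared variance, 1106 without Con 8 h replicate 2, 1147 without Con 8 h replicate 3, 1167 without Con 24 h replicate 3 and 552 by SAM, the test of the methods, of which 536 were upregulated. It was 951 with each array centred on its median (498 upregulated and 453 downregulated), 2766 with array weights and 3184 at an adjusted p under 0.05 with no fold limit. Scaling on the added bacterial transcripts gave 547 upregulated and 833 downregulated genes. On the first principal component, which held 42.1% of the variance of 27307 probe sets, the arrays of Con 8 h lay between -42.1 and -39.7, those of Met 8 h between -27.9 and -26.2, and those of Con 24 h between -3.3 and -0.1. This share was 16.2% when all probe sets entered. The mean Euclidean distance between an array of Con 8 h and 1 of Met 8 h was 69.8, against 62.3 within Con 8 h and 64.1 within Met 8 h, and that between Con 8 h and Con 24 h was 90.6.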

Meanwhile, 24 h metformin treatment resulted in obvious separation with samples of con 24 h, which is consistent with their metabolic profiles (Fig. 3A). 

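After 24 h, metformin-treated cells differed from Con 24 h in genes of several functions. MAT2A, which encodes the enzyme that makes S-adenosylmethionine, fell by 3.24 on the log2 scale (standard error 0.18, adjusted p = 3.2e-08), from a geometric mean signal of 3502 to 369.7 (n = 3 each). DUSP6, which encodes a phosphatase of ERK, had a log2 fold change of -3.19 (standard error 0.14), and CUL3, the scaffold of a ubiquitin ligase, of -2.87 (standard error 0.10). HILPDA, a lipid droplet protein gene induced by hypoxia, had -3.00 (standard error 0.09), and MIR210HG, the host gene of the hypoxia-induced miR-210, had -4.06 (standard error 0.27). NR4A1, which encodes an orphan nuclear receptor, rose by 2.20 (standard error 0.13), the matricellular protein gene CCN2 by 2.46 (standard error 0.23), the heat shock gene HSPA6 by 2.90 (standard error 0.45) and GADD45B, a stress-inducible gene, by 1.93 (standard error 0.14). Each of these genes had an adjusted p of at most 0.00028 in limma. The mean signals of MIR210HG in Met 24 h (23.1) and of HSPA6 in Con 24 h (63.2) lay below 67.3, the smallest mean signal kept, so the sizes of their changes are uncertain.

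The mean distance between an array of Met 24 h and 1 of Con 24 h was 110.0, larger than the 68.3 within Con 24 h and the 88.0 within Met 24 h. Con 8 h and Met 24 h were the farthest apart, at 129.0. On the first principal component the arrays of Met 24 h lay between 62.1 and 80.4. Replicate 2 of Met 24 h had the highest score there and stood apart on the second component, which held 16.4% of the variance, with 55.5 against -10.4 and -17.9 for the other 2 arrays of its group. From the score plot the paper proposes that gene expression of control cells was related to time, and it sets the separation of Met 24 h from Con 24 h beside that of the metabolic profiles.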

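At 8 h, metformin changed few genes compared to 24 h. CHAC1, a target of ATF4 whose product degrades glutathione, rose by 1.20 on the log2 scale (standard error 0.11, adjusted p = 1e-04), and the stress cytokine gene GDF15 by 0.85 (standard error 0.08, adjusted p = 0.00011). DDIT4, which encodes an inhibitor of mTORC1, rose by 0.72 (standard error 0.07, adjusted p = 0.00011). The immediate early transcription factor gene EGR1 fell by 1.55 (standard error 0.11, adjusted p = 1.9e-05), from a geometric mean signal of 4559 to 1559 (n = 3 each), and TXNIP fell by 1.49 (standard error 0.11, adjusted p = 2.3e-05). At 24 h, the HIF-1 target ANKRD37 fell by 3.12 (standard error 0.12, adjusted p = 2.3e-09), MAP3K8, which encodes a kinase upstream of ERK, fell by 3.21 (standard error 0.22) to a mean signal of 46.3, which lies below the smallest mean signal kept (67.3), and the prostaglandin receptor gene PTGER4 rose by 2.14.

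Limma called 42 of 12213 genes between Met 8 h and Con 8 h, 27 upregulated and 15 downregulated, and 2471 genes (20.2%) between Met 24 h and Con 24 h, 955 upregulated and 1516 downregulated. At an unadjusted p under 0.05 the counts were 1748 at 8 h and 5287 at 24 h. The count at 8 h was 16 to 23 with any 1 array of these groups left out, 24 without Con 24 h replicate 3, 120 without Met 24 h replicate 2 (79 upregulated and 41 downregulated), 353 with array weights (206 upregulated and 147 downregulated), 192 at an adjusted p under 0.05 with no fold limit, 19 with each array centred on its median, 19 in a fit with no trend, 10 by SAM (5 upregulated and 5 downregulated) and 17 with scaling on the added bacterial transcripts (4 upregulated and 13 downregulated). At 24 h the count was 552 upregulated and 1136 downregulated without Con 24 h replicate 3, 624 and 1168 without Con 24 h replicate 1, and 417 and 926 with the 6 arrays alone. It was 345 upregulated and 1136 downregulated with each array centred on its median, 78 and 974 by SAM, and 139 and 2604 with that scaling on the bacterial transcripts.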

There were 134 (67 up-regulation and 67 down-regulation) and 3061 (983 up-regulation and 2078 down-regulation) differentially expressed genes between control and metformin-treated cells at 8 and 24 h, respectively (Fig. 3B). 

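Genes that metformin changed at both 8 and 24 h included several that moved in opposite directions, each relative to the control of the same time. CHAC1 rose at 8 h and fell by 1.51 on the log2 scale at 24 h, and the transcription factor gene CEBPB rose by 0.65 (standard error 0.06) at 8 h and fell by 0.41 at 24 h. ASNS, which encodes asparagine synthetase, had a log2 fold change of 0.50 at 8 h and of -0.35 at 24 h. Its geometric mean signal was 4990 in Met 8 h and 6120 in Met 24 h, against 3540 in Con 8 h and 7810 in Con 24 h. Treated cells thus did not lose ASNS signal from 8 to 24 h. HBP1, a transcriptional repressor gene, rose by 0.57 and fell by 0.62, ERRFI1, an inhibitor of EGFR signaling, rose by 0.46 and fell by 0.38, and NEDD4L, a ubiquitin ligase gene, rose by 0.55 and fell by 0.37. FOS and JUN, the subunits of the transcription factor AP-1, had log2 fold changes of -0.95 and -0.52 at 8 h and of 1.74 and 1.17 at 24 h. HBP1, ERRFI1 and NEDD4L lie outside the rule for named genes and were chosen after their values were seen, to give all 8 genes with opposite calls. ASNS lies outside that rule as well.

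In total, 31 genes were called at both times, 73.8% of the genes called at 8 h. If the calls were independent, 8.5 were expected (exact hypergeometric test, p = 1.1e-13). Both comparisons use the same variance estimate of a gene, so their calls are not independent. The test thus cannot separate shared effects from genes that are easier to call. Of these, 12 were upregulated at both times (2.11 expected), 11 downregulated at both times (1.86 expected), 6 up at 8 h and down at 24 h (3.35 expected, p = 0.11 in the exact hypergeometric test) and 2 down and then up (1.17 expected, p = 0.33 in that test). The remaining 11 genes were called at 8 h alone and 2440 at 24 h alone. Across all genes the log2 fold changes at both times had a Pearson r of 0.17 and a Spearman rho of 0.16, and genes are not independent replicates. The shared count was 11 to 18 with any 1 array of Con 8 h or Met 8 h left out, 16 without Con 24 h replicate 3, 66 without Met 24 h replicate 2, 15 with scaling on the added bacterial transcripts, with 0 genes upregulated and 10 downregulated at both times, and 5 by SAM, with 0 and 4. At an unadjusted p under 0.05 and 1.2-fold, 207 were upregulated and 262 downregulated at both times. The calls of ASNS, FOS and JUN at 8 h were lost when single arrays of that time were left out, with adjusted p up to 0.022.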

Most of the genes were uniquely regulated at the two time points, in which 64 genes were commonly modulated at both time points (Fig. 3C).

To classify these changes, we used GO enrichment analysis to test whether particular functional categories were enriched. 

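Genes of sterol biosynthesis were lower in Met 8 h than in Con 8 h. HMGCS1, which encodes the synthase of the mevalonate pathway, fell by 0.75 on the log2 scale (standard error 0.10, adjusted p = 0.0019, n = 3 each). Genes of the amino acid response were higher, with CHAC1, CEBPB and ASNS among the called ones. Genes of RNA splicing had a median change near 0.

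Of 20 sterol genes tested, 0 were upregulated and 1 was downregulated (0 and 12 when adjusted over the list alone; at an unadjusted p under 0.05, 0 higher and 15 lower; by SAM 0 and 0). The median of the list was -0.39, with a camera adjusted p = 2.7e-15 (adjusted p = 0.0081 with an estimated correlation), and -0.49 with scaling on the added bacterial transcripts. Of the ATF4 targets, 5 were upregulated and 0 downregulated (19 and 0 when adjusted over the list alone), with a median of 0.30 and a camera adjusted p = 2.1e-24 (adjusted p = 0.0081 with an estimated correlation), and a median of 0.19 with that scaling. Of 62 splicing genes, limma called 0 (4 higher and 2 lower at an unadjusted p under 0.05, and 0 by SAM), with a median of 0.01 and a camera adjusted p = 0.68. The call of HMGCS1 was lost with each array centred on its median (adjusted p = 0.058) and without Con 8 h replicates 2 or 3 or Met 8 h replicates 1 or 3 (adjusted p from 0.012 to 0.017).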

At 8 h, four categories were enriched in the upregulated genes (Fig. 3D), including sterol biosynthetic process, RNA processing, response to calcium ion, and regulation of cellular protein metabolic process. Meanwhile, six categories were enriched in downregulated genes (Fig. 3D). 

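The genes downregulated at 8 h included the immediate early genes EGR1, FOS and JUN. RHOB, which encodes a small GTPase, fell by 1.27 on the log2 scale (standard error 0.16, adjusted p = 0.0012), and IGFBP3, a binding protein gene of insulin-like growth factors, fell by 0.90 (standard error 0.10, adjusted p = 0.00033). ANKRD37 fell by 1.52 (standard error 0.12) and the glycolytic aldolase gene ALDOC fell by 0.76 (standard error 0.11, adjusted p = 0.005). ARRDC4, an arrestin family gene related to TXNIP, fell by 1.11 (standard error 0.18, adjusted p = 0.0094).

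Of 25 immediate early genes, 1 was upregulated and 3 were downregulated (3 and 6 when adjusted over the list alone), with a median of -0.15 and a camera adjusted p = 0.0055 (adjusted p = 0.12 with an estimated correlation). Of 28 HIF-1 targets, 1 was upregulated and 2 were downregulated (1 and 5 when adjusted over the list alone), with a median of -0.07, which was 0 with each array centred on its median, and a camera adjusted p = 0.04 (adjusted p = 0.12 with an estimated correlation). Limma called 0 of 29 genes of the unfolded protein response (2 higher and 2 lower at an unadjusted p under 0.05, and 0 by SAM), with a median of -0.01 and a camera adjusted p = 0.63. It called 0 of 31 apoptosis genes (3 higher and 1 lower at an unadjusted p under 0.05, and 0 by SAM), with a median of 0.04 and a camera adjusted p = 0.35. The calls of ARRDC4 and ALDOC were lost with any 1 array of Con 8 h or Met 8 h left out, as well as without single arrays of 24 h (adjusted p up to 0.018 for ARRDC4), and the call of the HIF-1 list without Con 8 h replicate 2, Met 8 h replicates 1 or 2 or Met 24 h replicate 2 (adjusted p = 0.067).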

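Genes of DNA replication and the G1/S transition were slightly lower in Met 8 h than in Con 8 h as a group, and genes of mitosis had a median change of 0. CCNE2 had a log2 fold change of -0.57 with an adjusted p = 0.032, CCND1, which encodes cyclin D1, of -0.05 (adjusted p = 0.93) and the proto-oncogene MYC of -0.01 (adjusted p = 0.99), and none of these was called. The median of 45 replication genes was -0.16, with a camera adjusted p = 2.6e-09 (adjusted p = 0.033 with an estimated correlation), and -0.27 with scaling on the added bacterial transcripts. Limma called 0 of them (0 upregulated and 3 downregulated when adjusted over the list alone; 1 higher and 18 lower at an unadjusted p under 0.05; 0 by SAM). The 44 mitosis genes had a camera adjusted p = 0.99, and limma called 0 of them (2 higher and 0 lower at an unadjusted p under 0.05, and 0 by SAM).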

Except glycerophospholipid metabolic process and positive regulation of transcription from RNA polymerase II promoter, other four categories were related with cell cycle process (Fig. 3D). 

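After 24 h of metformin, limma called 24 of 80 nuclear genes of the respiratory chain complexes upregulated, and their median of 0.26 stood beside 0.16 in random lists of the same brightness. NDUFAF2, an assembly factor gene of complex I, rose by 0.54 on the log2 scale (adjusted p = 0.00011) and COX6B1, a subunit gene of complex IV, by 0.50 (adjusted p = 0.00052). Of the heat shock genes, DNAJB1 rose by 0.99 and HSPH1 by 0.65, while DNAJB6 fell by 0.93. AKR1B10, an aldo-keto reductase gene and target of the oxidative stress factor NRF2, rose by 0.76. Inflammatory genes of the NF-kB pathway moved both ways, with the chemokine gene CXCL3 at 1.86 and the inhibitor gene NFKBIA at 1.11, while IL1B fell by 1.17. Of the apoptosis genes, CASP9 rose by 0.91, and FADD and CASP8, which act at death receptors, had -1.29 and -1.17.

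Of 46 complex I genes, 12 were upregulated and 0 downregulated (18 and 0 when adjusted over the list alone), with a median of 0.24 and a camera adjusted p = 8.9e-06 (adjusted p = 0.51 with an estimated correlation). Of 34 genes of complexes II to V, 12 were upregulated and 0 downregulated (17 and 0 when adjusted over the list alone), with a median of 0.29 and a camera adjusted p = 1.5e-08 (adjusted p = 0.51 with an estimated correlation). Mitochondrial ribosomal protein genes had 16 upregulated and 3 downregulated of 73 (18 and 3 when adjusted over the list alone), with a median of 0.18 and a camera adjusted p = 0.00029 (adjusted p = 0.58 with an estimated correlation). Of 16 heat shock genes, 7 rose and 1 fell (8 and 1 when adjusted over the list alone), at a camera adjusted p = 0.001 (adjusted p = 0.17 with an estimated correlation). Of 36 NRF2 targets and glutathione genes, 9 rose and 0 fell (10 and 0 when adjusted over the list alone), at a camera adjusted p = 0.00038 (adjusted p = 0.51 with an estimated correlation). Proteasome genes had 12 upregulated and 1 downregulated of 34 (13 and 1 when adjusted over the list alone), at a camera adjusted p = 0.0021 (adjusted p = 0.58 with an estimated correlation). The MHC class I list had 5 upregulated and 0 downregulated of 17 (7 and 0 when adjusted over the list alone), at a camera adjusted p = 0.0021 (adjusted p = 0.075 with an estimated correlation), and the NF-kB list 6 and 2 of 17 (6 and 2 when adjusted over the list alone), at a camera adjusted p = 0.018 (adjusted p = 0.17 with an estimated correlation). The apoptosis genes had 5 upregulated and 4 downregulated (5 and 6 when adjusted over the list alone), at a camera adjusted p = 0.94.

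The added bacterial transcripts were brighter in Met 24 h, and scaling on them shifts all genes alike, by -0.23 at 24 h, so the rises hold relative to the other genes of an array. Camera, which compares a list with these, called 12 lists under that scaling. Among them were complex I (adjusted p = 0.0039), complexes II to V (adjusted p = 5.7e-05) and the mitochondrial ribosomal proteins (adjusted p = 0.019). The proteasome was not called (adjusted p = 0.096). A shift of all genes alike keeps a list at its place among them, so the calls kept do not test an absolute rise. With quantile normalization the median was 0.06 for complexes II to V (camera adjusted p = 0.053), 0.12 for the NRF2 targets (adjusted p = 0.053) and 0.07 for the proteasome (adjusted p = 0.24), and these lists were not called; in all, camera called 5 lists up and 7 down with it, against 10 and 3. The list of 52 cytosolic ribosomal protein genes, with 4 upregulated and 0 downregulated (1 and 0 when adjusted over the list alone) and a median of 0.19 (camera adjusted p = 7e-05, and adjusted p = 0.59 with an estimated correlation), went to a median of 0 with quantile normalization (adjusted p = 0.96). Replicate 2 of Met 24 h had the highest mean of the respiratory chain genes in its group, and SAM called 0 of the 80 genes of complexes I to V.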

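Targets of HIF-1 and several genes of sterol and fatty acid synthesis fell with 24 h of metformin. Of the HIF-1 targets, BNIP3L had a log2 fold change of -2.22, ALDOC of -2.05 and ANGPTL4, which encodes an inhibitor of lipoprotein lipase, of -2.04, to a mean signal of 53.7 that lies below the smallest mean signal kept (67.3). INSIG1, which controls the processing of SREBP, had -1.33, MVD and LSS, enzyme genes of sterol synthesis, had -1.26 and -1.10, and the fatty acid desaturase gene SCD had -1.03. Several genes of other groups fell as well, such as the splicing factor genes LUC7L3 (-1.75), TRA2B (-1.32) and SRSF1 (-1.26). EIF2AK3, which encodes the endoplasmic reticulum stress kinase PERK, had -1.42, CCNE2 had -1.91, CDC25A, a phosphatase gene of the G1/S transition, had -1.16, and the mitotic kinase gene PLK1 had -0.66.

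Of 28 HIF-1 targets, 0 were upregulated and 18 downregulated (0 and 19 when adjusted over the list alone; 0 higher at an unadjusted p under 0.05 and by SAM), with a median of -0.88 and a camera adjusted p = 1.7e-10 (adjusted p = 0.0019 with an estimated correlation). Of 20 sterol genes, 0 were upregulated and 11 downregulated (0 and 12 when adjusted over the list alone), with a median of -0.51 and a camera adjusted p = 2.3e-07 (adjusted p = 0.075 with an estimated correlation). Of 13 genes of fatty acid synthesis and desaturation, 0 were upregulated and 4 downregulated (0 and 4 when adjusted over the list alone), with a median of -0.34 and a camera adjusted p = 0.036 (adjusted p = 0.26 with an estimated correlation). The splicing genes had 14 upregulated and 9 downregulated (16 and 12 when adjusted over the list alone), at a camera adjusted p = 0.55, and 41 genes of ribosome biogenesis 5 and 6 (5 and 8 when adjusted over the list alone), at 0.94. The unfolded protein response had 1 upregulated and 5 downregulated genes (1 and 5 when adjusted over the list alone), at a camera adjusted p = 0.51 (called with quantile normalization, adjusted p = 0.046), DNA replication 4 and 7 (5 and 10 when adjusted over the list alone), at 0.24, and mitosis 4 and 9 (4 and 9 when adjusted over the list alone), at 0.7. The call of the fatty acid list was lost without Con 24 h replicate 1 (adjusted p = 0.074) and without Met 24 h replicates 2 (0.057) or 3 (0.053).

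**Figure D1:**
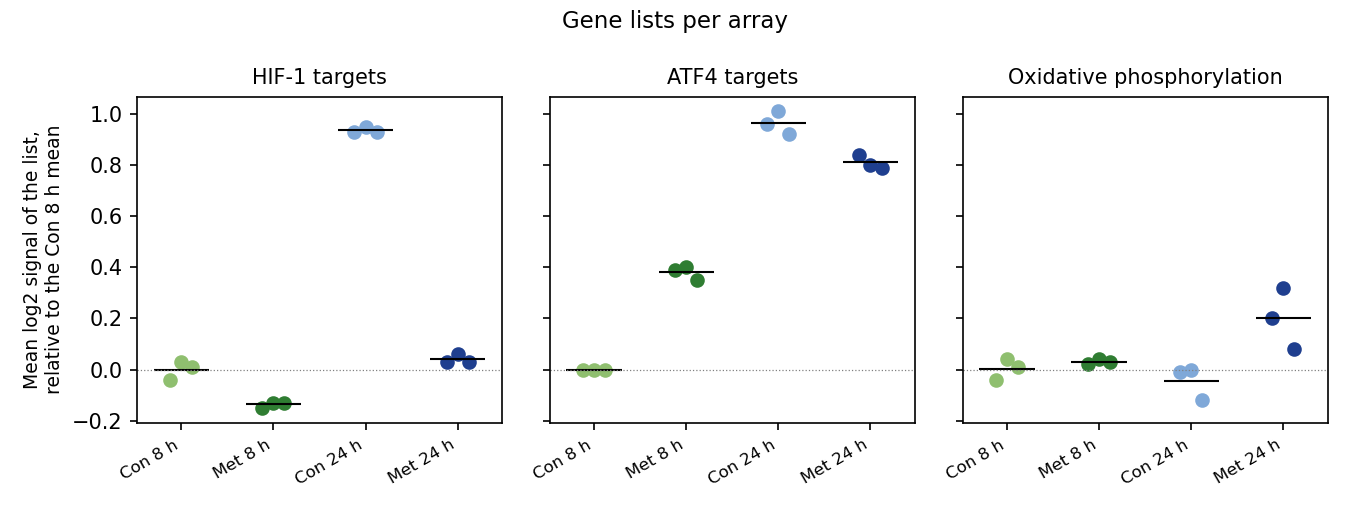
Mean log2 signal of the HIF-1 targets, the ATF4 targets and the genes of complexes I to V in each array, relative to the mean of Con 8 h; points are arrays and lines are group means (n = 3). HIF-1 targets lie at 0.93 to 0.95 in Con 24 h and at 0.03 to 0.06 in Met 24 h, and the genes of complexes I to V lie at 0.08 to 0.32 in Met 24 h.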

At 24 h, upregulated genes were enriched in 16 categories (Fig. 3E), which related with cell activity (macromolecular complex assembly, intracellular transport, protein modification by small protein conjugation or removal, response to unfolded protein, and response to reactive oxygen species), cellular metabolic processes (cellular macromolecule catabolic process, NADH dehydrogenase complex assembly, regulation of cellular protein metabolic process, and phosphorus metabolic process), cell cycle (death, regulation of programmed cell death, and release of cytochrome c from mitochondria), regulation of transcription (mRNA metabolic process, transcription from RNA polymerase II promoter, and antigen processing and presentation), and immunity (antigen processing and presentation); downregulated genes were enriched in 21 categories (Fig. 3E), which related with cell activity (cellular response to stress, macromolecular complex assembly, steroid hormone receptor signaling pathway, protein modification by small protein conjugation or removal, negative regulation of kinase activity, and glycosylation), cellular metabolic processes (cellular macromolecule catabolic process, sterol biosynthetic process, negative regulation of macromolecule metabolic process, and phosphate metabolic process), cell cycle (cell cycle, induction of apoptosis, and death), and regulation of transcription (RNA processing, ER-nuclear signaling pathway, transcription, DNA-dependent, ncRNA processing, transcription, nucleotide-sugar transport, mRNA splice site selection, and chromosome organization).

### Metformin induced time-dependent transcriptional alteration in energy metabolism pathways on LoVo cells

Metformin is a classical anti-diabetes drug by activating AMPK and its subsequent signaling pathways leading to the rebalancing of cell energy metabolism. Altered cell energy metabolism is a hallmark for tumor cells. To examine the comprehensive impacts on tumor cell energy metabolism of metformin, genes, which are mainly involved in cell energy metabolism pathways, were compared among groups including carbohydrates, lipids, amino acids, nucleotides, and vitamins metabolism (Fig. 4). Even though the metabolic profile of Met 8 h was significantly different from Con 8 h, the gene expression panels of energy metabolism pathways were similar between Con 8 h and Met 8 h (Fig. 4). 

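At 8 h, ALDOC and HMGCS1 were the genes called among 214 genes of 12 lists of energy metabolism, which cover glycolysis, gluconeogenesis, the pentose phosphate pathway, glycogen, pyruvate dehydrogenase regulation, the TCA cycle, fatty acids, sterols, sphingolipids, nucleotides and the metabolism of serine and folate. Both fell in Met 8 h compared to Con 8 h. PCK2, which encodes the mitochondrial phosphoenolpyruvate carboxykinase, had a log2 fold change of 0.27, and the hexose-6-phosphate dehydrogenase gene H6PD of -0.17, and neither was called. The 80 genes of the respiratory chain complexes had 0 called genes.

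Limma called 0 upregulated and 2 downregulated genes of the 214 (1 and 10 when adjusted over the list alone), with 19 higher and 29 lower at an unadjusted p under 0.05 and 0 by SAM. The median of the 214 log2 fold changes was -0.01. Of the 80 respiratory chain genes, 1 was higher and 0 were lower at an unadjusted p under 0.05, and SAM called 0. The calls of ALDOC and HMGCS1 were each lost when single arrays of this time were left out.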

A large number of genes were upregulated with culture time in Con 24 h group, however, most of the genes were downregulated by 24 h metformin treatment, except for several significantly upregulated genes such as phosphoenolpyruvate carboxykinase 1 (PCK1), aldehyde dehydrogenase 1 family, member A3 (ALDH1A3) in carbohydrates metabolism; phospholipase D2 (PLD2), lipid phosphate phosphohydrolase 3 (PPAP2B), diacylglycerol kinase (DGKE), sialidase 1 (NEU1) and sphingosine-1-phosphate phosphatase 1 (SGPP1) in lipids metabolism; spermidine/spermine N1-acetyltransferase 1 (SAT1), histamine N-methyltransferase (HNMT), and AU RNA binding protein/enoyl-CoA hydratase (AUH) in amino acids metabolism; adenosine deaminase (ADA), and 5′, 3′-nucleotidase, cytosolic (NT5C) in nucleotides metabolism; alkaline phosphatase, placental-like 2 (ALPPL2), ferritin, heavy polypeptide 1 (FTH1), NFS1 cysteine desulfurase (NFS1), and gamma-glutamyl carboxylase (GGCX) in vitamins metabolism (Fig. 4).

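PCK1, which encodes the cytosolic phosphoenolpyruvate carboxykinase of gluconeogenesis, rose by 2.07 on the log2 scale in Met 24 h (standard error 0.14, adjusted p = 1.4e-07), to a geometric mean signal of 3284 from 780.4 in Con 24 h (n = 3 each). The sialidase gene NEU1 rose by 0.71 (standard error 0.10) and ADA, the adenosine deaminase gene, by 0.84 (standard error 0.12). PLD2, which releases phosphatidic acid, rose by 0.51, PLPP3 (the PPAP2B of the paper) by 0.68, SGPP1 by 0.68, the polyamine enzyme gene SAT1 by 0.40, AUH, of leucine breakdown, by 0.59, ALPG (the ALPPL2 of the paper) by 0.41 and NFS1, a cysteine desulfurase gene, by 0.54, each with an adjusted p of at most 0.0033. In a second probe set ALPG had 0.22 (adjusted p = 0.31) and NFS1 0.16 (adjusted p = 0.48), and neither was called. The probe sets of PLPP3 and ADA were all called upregulated, as were 1 of 2 for SGPP1 and 2 of 3 for SAT1. ALDH1A3, of retinoic acid synthesis, had a log2 fold change of -0.04 (standard error 0.08, adjusted p = 0.76) with metformin and fell by 1.01 with culture time.

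Of 15 of these genes with a probe set of their own, 11 were upregulated and 0 downregulated by their brightest probe set. DGKE had -0.39 (adjusted p = 0.081) there and 1.60 (adjusted p = 0.0045) in another probe set, from a mean signal of 50.3 in Con 24 h that lies below the smallest mean signal kept (67.3), HNMT 0.66 (adjusted p = 0.039) and 1.95 (1.4e-06), and NT5C 0.28 (adjusted p = 0.015) and 0.77 (6e-05). The vitamin K enzyme gene GGCX rose by 0.79 in its brightest probe set and had 0.47 (adjusted p = 0.028) in another, and its falls of -1.43 and -1.41 in 2 dim probe sets end at mean signals of 47.7 and 44.4, below that limit as well. The calls of PLD2, PLPP3, SGPP1, SAT1, AUH, ALPG and NFS1 were lost with scaling on the bacterial transcripts, and that of SAT1 with quantile normalization (0.20), without Con 24 h replicates 1 or 2 and without Met 24 h replicates 1 or 3.

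**Figure D2:**
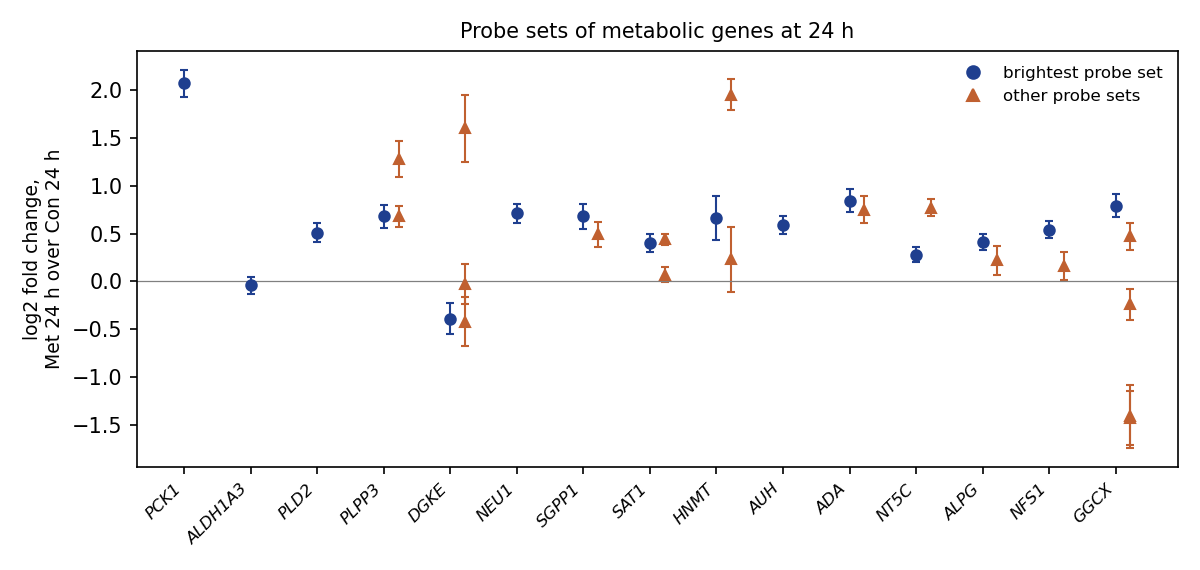
Log2 fold change of Met 24 h over Con 24 h with its standard error (n = 3 each) for the metabolic genes named, with the brightest probe set of a gene as circles and its other probe sets as triangles. PCK1 lies highest among the circles, at 2.07, and the probe sets of DGKE and GGCX lie on both sides of 0.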

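In the 12 lists of energy metabolism, limma called more rises than falls with culture time in control cells, and more falls than rises with metformin at 24 h. PDK1, which encodes a kinase that inhibits pyruvate dehydrogenase, rose by 1.08 with culture time and fell by 0.91 with metformin. The glycolytic genes ENO2 and PFKFB4 had log2 fold changes of 1.41 and 1.24 with culture time and of -0.85 and -1.70 with metformin. The glycolysis list shares 9 genes with the HIF-1 list, ALDOC among them, so the changes of these lists are not separate results. Of the 214 genes, 29 were upregulated and 12 downregulated with culture time (30 and 13 when adjusted over the list alone), and 21 were upregulated and 39 downregulated with metformin at 24 h (27 and 41 when adjusted over the list alone). At an unadjusted p under 0.05, 66 were higher and 68 lower with metformin, the median of the 214 log2 fold changes was -0.01, and SAM called 1 upregulated and 33 downregulated. Of all genes called at 24 h, 61.4% were downregulated. Of the 29 genes that rose with culture time, 7 fell and 4 rose with metformin. The 80 genes of the respiratory chain complexes, of which SDHA, SDHC and SDHD are also in the TCA cycle list, had 24 upregulated and 0 downregulated (35 and 0 when adjusted over the list alone; 56 higher and 1 lower at an unadjusted p under 0.05).

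Among all genes, 198 of the 989 that rose with culture time fell with metformin at 24 h (123 expected if the calls were independent), 130 rose (77.3 expected) and 661 were not called. Of the 841 that fell with culture time, 118 rose with metformin (65.8 expected), 211 fell (104 expected) and 512 were not called. Both comparisons use the same Con 24 h arrays, and in simulated arrays without any change this alone gave a covariance of -0.0195 across genes, where the measured one was -0.0162. A negative association across all genes thus needs no change in the cells. The same 100 simulations gave 0 genes with calls in opposite directions. Arrays without any change are expected to give few calls of any kind. These simulations therefore cannot tell how many of the 198 the shared arrays add among genes that did change. In Met 24 h, 105 of the 198 genes lay below their Con 8 h level and 93 above it, with a median difference of -0.02 on the log2 scale. The count of 198 was 131 without Con 24 h replicate 2, 129 without Con 24 h replicate 3 and 101 with each array centred on its median.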

To further characterize the time-dependent modulation on energy metabolism by metformin, we analyzed the expression of 84 genes in glucose metabolism pathways including genes in glycolysis, gluconeogenesis, regulation on glucose and gluconeogenesis, and TCA cycle processes. In general, the expression panel of the observed 81 genes (three genes were excluded due to very low expression level in all samples) in glucose metabolism pathways was consistent with the transcriptomic profiling. 

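On the arrays, glucose metabolism genes moved in both directions with 24 h of metformin. PDK3 fell by 2.08 on the log2 scale (adjusted p = 6.7e-06) and HK2, which encodes a hexokinase of tumor cells, fell by 0.73 (adjusted p = 0.0012), while PDK4, another inhibitory kinase of pyruvate dehydrogenase, rose by 0.86 (adjusted p = 6.4e-05) and PDK2 had 0.15 (adjusted p = 0.41). GSK3B, a kinase gene of glycogen synthesis, had -1.41, GBE1, the branching enzyme gene, had -0.92, and PFKFB3, a regulator gene of glycolysis, had -0.97, while the glycogenin gene GYG1 rose by 0.71. DERA, of deoxyribose phosphate breakdown, fell by 0.81 and PRPS1 rose by 0.61. With culture time, the hexokinase gene HK1 rose by 0.76 and PCK2 by 1.14.

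Of 92 genes of 6 glucose metabolism lists, 0 were upregulated and 1 downregulated at 8 h (0 and 2 when adjusted over the list alone; 6 higher and 6 lower at an unadjusted p under 0.05; 0 by SAM), 13 were upregulated and 12 downregulated at 24 h (16 and 12 when adjusted over the list alone; 1 and 11 by SAM), and 15 were upregulated and 3 downregulated with culture time (18 and 3 when adjusted over the list alone). At 24 h, glycolysis had 1 upregulated and 5 downregulated of 24 genes, with a median of -0.09 (camera adjusted p = 0.24; with quantile normalization -0.19, adjusted p = 0.00066, called down), gluconeogenesis 1 and 0 of 8 (0.20, adjusted p = 0.14), the pentose phosphate pathway 4 and 1 of 11 (0.28, adjusted p = 0.086), glycogen metabolism 1 and 4 of 19 (-0.18, adjusted p = 0.29) and pyruvate dehydrogenase regulation 1 and 2 of 6 (-0.17, adjusted p = 0.49). When adjusted over the list alone, these counts were 1 and 5, 1 and 0, 5 and 1, 2 and 4, and 1 and 2. The TCA cycle had 5 and 0 of 25 (5 and 0 when adjusted over the list alone), with a median of 0.19 and a camera adjusted p = 0.017 (adjusted p = 0.51 with an estimated correlation). The median of the TCA cycle list was 0.13 without Met 24 h replicate 2 (adjusted p = 0.11), 0.05 with quantile normalization (adjusted p = 0.44) and -0.04 with scaling on the bacterial transcripts (adjusted p = 0.17). The call of PRPS1 was lost with that scaling.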

In glycolysis and gluconeogenesis pathway, a lot of genes were upregulated with culture time in control cells, but most of them were downregulated by metformin treatment, especially at 24 h (Fig. 5A,B). In gluconeogenesis pathway, although the expression of both phosphoenolpyruvate carboxykinase 1 (PCK1) and phosphoenolpyruvate carboxykinase 2 (PCK2) was upregulated with culture time in control cells, metformin treatment further stimulated the expression of PCK1, but suppressed PCK2 at 24 h (Fig. 5B). The transcriptional alteration was consistent with the observations of metabolic changes induced by metformin, in which several metabolites in glycolysis and gluconeogenesis processes were reduced in metformin-treated cells including pyruvate, lactate, glyceraldehyde-3P, alanine, and aspartic acid (Fig. 5C,D). Pentose phosphate pathway is an important metabolic pathway to generate NADPH and pentoses paralleling to glycolysis. In current study, we observed that most of the genes involved in pentose phosphate pathway was downregulated or unchanged at Con 24 h group compared to Con 8 h group, except for two upregulated genes at Con 24 h that is phosphoribosyl pyrophosphate synthetase 2 (PRPS2) and phosphoribosyl pyrophosphate synthetase 1-like 1 (PRPS1L1) which catalyze the synthesis of purines and pyrimidines, as well as ribonucleoside monophosphates. Although, 8 h metformin treatment did not induce obviously transcriptional changes among observed genes in pentose phosphate pathway, the expression panel of genes in Met 24 h group was similar to that of Con 24 h, except for the dramatic suppression of PRPS2, PRPS1L1, and hexose-6-phosphate dehydrogenase (H6PD) genes resulted from 24 h metformin treatment (Fig. 6A). In addition, genes which are regulators of glycolysis and gluconeogenesis pathways were also analyzed. We observed that most genes were not changed at Met 8 h group, but were significantly suppressed at Met 24 h group compared to Con 8 h or Con 24 h group respectively (Fig. 6B).

TCA cycle is the key process for tumor cells to generate ATP and intermediates for macromolecule biosynthesis (PNAS, 27). In this study, we found that about half of observed genes in TCA cycle was downregulated at con 24 h, and most of them was further reduced by metformin treatment (Fig. 7A). At metabolic level, several intermediates of TCA cycle were reduced in metformin-treated cells including citrate, malate, fumarate, and succinate. Meanwhile, the levels of some amino acids were significantly altered in metformin-treated cells such as increasing of tyrosine, phenylalanine, BCAAs, GABA, glutamate, glutamine and histidine at 8 h, but decreasing at 24 or 48 h (Fig. 7B). These amino acids play important roles in energy metabolism by conversion to intermediates of TCA cycle directly or indirectly. In addition to energy metabolism, the intracellular redox status is also important for tumor cell proliferation and survivor. In current study, we observed that 24 h treatment of metformin resulted in significant depletion of reduced glutathione and increasing of oxidized glutathione, suggesting the imbalance of intracellular redox status induced by metformin. Consistently, we found the expression of Glutathione peroxidase (GPX) 1 and glutathione reductase (GSR) genes were significantly upregulated by 24 h metformin treatment (Fig. 7C), which mediate the conversion between reduced- and oxidized- glutathione.

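GPX1, which encodes the peroxidase that oxidizes glutathione, rose by 0.38 on the log2 scale from Con 24 h to Met 24 h (standard error 0.08, adjusted p = 0.0021). Its geometric mean signal was 8658 in Con 8 h, 8779 in Met 8 h, 8089 in Con 24 h and 10500 in Met 24 h (n = 3 each). GSR, which encodes the reductase that restores glutathione, had a log2 fold change of 0.33 (standard error 0.16, adjusted p = 0.12) and geometric mean signals of 2883, 3025, 2860 and 3598 in the same order. In another probe set the log2 fold change of GSR was 0.38 (adjusted p = 0.051).

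All 3 arrays of Met 24 h lay above those of Con 24 h for GPX1 (exact permutation p = 0.1, 2-sided, the smallest that these arrays allow), and for GSR the exact permutation p was 0.3. The test that the legend names, run on these log2 values beside the exact permutation test, gave p = 0.018 for GPX1 and p = 0.25 for GSR. The log2 fold change of GPX1 was 0.22 with quantile normalization (adjusted p = 0.0029, below the fold limit), 0.14 with scaling on the bacterial transcripts (adjusted p = 0.38), 0.40 with each array centred on its median (adjusted p = 0.065) and 0.34 without Con 24 h replicate 3 (adjusted p = 0.012), and none of these was called. The log2 SD of GSR in Met 24 h was 0.41, and without Met 24 h replicate 2 its log2 fold change was 0.10.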

## Discussion

Our current study demonstrated that metformin treatment resulted in a comprehensive metabolic and transcriptional alteration on LoVo cells, which are prior to the phenotypic changes in cell viability. There are about 50 differential metabolites between metformin and control cells at 8, and 24 hours, whereas 66 at 48 hours. Meanwhile, more than 130 and 3000 differently expressed genes are observed in metformin treated cells at 8 and 24 hours comparing to corresponding control cells, respectively. In addition, the subsequent analysis of genes in glucose metabolism pathways confirms the time-dependent transcriptional modulation of metformin on LoVo cells.

LoVo cells are derived from a colorectal cancer patient who is classified as Duke’s type C and grade IV. Since different types of cancer cells usually present different genetic and metabolic phenotypes leading to variable responses towards identical treatment, in current study, the inhibitory effect of metformin was also validated in another two colorectal cancer cells, Caco-2 and HT-29, in addition to LoVo cells. The results showed consistent reduction in cell viability by metformin treatment at different concentrations (Fig S1). However, a more satisfactory time- and dose-dependent suppressive effect was only observed in metformin-treated LoVo cells in our study. Meanwhile, the antitumor effect of metformin has been investigated in several other colorectal cancer cells such as HCT116, HT-29, and SW620^19^,^20^,^21^, whereas the suppressive effect of metformin on LoVo cells was little known. Accordingly, the LoVo cells were chosen for the transcriptomic and metabolic profiling in our current study.

The dysregulation of energy metabolism is the common pathophysiological basis for both metabolic diseases and tumors^22^. In recent years, a huge body of evidence has highlighted the therapeutic potential of tumors by modulating tumor cell energy metabolism^23^. Metformin is a potent activator of AMPK, the most important intracellular energy sensor. Meanwhile, metformin is also proposed to function as a mitochondrial poisoner by suppressing the activity of mitochondrial complex I, leading to the imbalance of AMP : ATP ratio, which is monitored by AMPK or activates AMPK vice versa^8^. Accordingly, the preventive or therapeutic effect on tumors of metformin is associated with its modulation on tumor cell energy metabolism, in addition to its regulation on tumor-related signaling pathways. In our current study, although no significant difference was observed in cell viability at 8 h of metformin treatment, 47 differential metabolites were identified between Met 8 h and Con 8 h group, and most of them were up-regulated in metformin-treated cells. Valine, leucine and isoleucine are BCAAs, which are the building-block for protein synthesis. In our study, the concentrations of these BCAAs were higher at 8 h, but depleted at 48 h in metformin-treated cells, suggesting the suppression of tumor cell protein synthesis by metformin is prior to the reduction of cell viability, which is consistent with the proposed anti-tumor function of metformin by inhibiting tumor cell protein synthesis^24^.

Tumor cells are usually characterized with aerobic glycolysis (Warburg effect) in glucose metabolism leading to overproduction of lactate from pyruvate even though in the presence of sufficient oxygen^25^. Although the aerobic glycolysis is inefficient in ATP production, it provides advantages for tumor cell proliferation by producing large amount of required biomass for tumor cell division such as nucleotides, amino acids, and lipids^25^,^26^. Metformin is observed to reduce the intermediates of TCA cycle, and pyruvate in cancer stem cells^12^, but not in prostate cancer cells, which are more dependent on energy fueling of glutamine metabolism^27^. Although metformin is effective in suppression of various tumor cells, these observations indicate that the metabolic regulation of metformin on tumor cells may be cell type-specific. In our study, metformin treatment reduced the contents of citrate, succinate and malate in TCA cycle prior to the cell viability reduction. TCA cycle is the key process for energy metabolism in mitochondria, which orchestrates the energy metabolism among glucose, fatty acids and amino acids metabolism. The reduced intermediates in TCA cycle suggested the inhibition of energy metabolism on LoVo cells by metformin. Meanwhile, parts of metabolites in glycolysis and gluconeogenesis such as pyruvate, lactate, glyceraldehyde-3P, alanine, and aspartic acid were also downregulated by metformin, which suggested the suppression of glucose metabolism on LoVo cells. At the transcriptional level, most of the genes involved in glycolysis were upregulated with culture time in control cells, but were largely downregulated by metformin treatment, especially at 24 h. For example, phosphofructokinase (PFK), pyruvate kinase (PK), and hexokinase (HK) are the genes for encoding the rate-limiting enzymes in glycolysis, which were universally suppressed by 24 h metformin treatment implying the inhibition of glycolysis by metformin. The overproduction of lactate is usually expected in metformin treatment^28^. In tumor cells, pyruvate is mainly metabolized into lactate in aerobic glycolysis, whereas metformin treatment could increase the secretion of lactate into culture medium in tumor cells^29^. In our current study, we observed that the concentration of cellular lactate was time-dependently depleted in metformin-treated cells, which was accompanied with a mild increase of lactate in culture medium (data not shown) suggesting the increased secretion of lactate into culture medium in metformin-treated cells.

The genes responsible for regulation of gluconeogenesis were differently modulated by metformin treatment. Phosphoenolpyruvate carboxykinases (PCKs), fructose-1,6-bisphosphatase 1,2 (FBP1, FBP2), and pyruvate carboxylase (PC) are the main control for gluconeogenesis. We observed that the expression of FBP1, FBP2, PC and PCK2 (mitochondrial) genes was significantly suppressed by metformin at 24 h, except for the obvious up-regulation of PCK1 (soluble). PCK1 (soluble) and PCK2 (mitochondrial) encode a cytosolic or mitochondrial enzyme catalyzing the formation of phosphoenolpyruvate from oxaloacetate along with GTP. In current study, the paradoxical modulation on these two genes by metformin suggested that metformin could differently regulate the expression of cytosolic or mitochondrial isoforms of particular genes. Since metformin can inhibit protein synthesis and gluconeogenesis in cells by activating AMPK^30^, the transcriptional and metabolic results consistently suggested the time-dependent suppression of gluconeogenesis by metformin.

In tumor cells, TCA cycle is also an important source of biosynthetic precursors, in addition to the production of ATP^26^. For example, citrate in mitochondria can be transported into cytoplasm for lipogenesis, which is critical for tumor cell proliferation. ATP citrate lyase (ACLY) is the primary enzyme responsible for the synthesis of cytosolic acetyl-CoA and oxaloacetate from citrate and CoA, which is recognized as a potential antitumor therapeutic target^31^. In our current study, we observed that ACLY was significantly suppressed by 24 h metformin treatment, as well as the decreased level of cellular citrate in metformin-treated cells at 8 h. Moreover, another two intermediates of TCA cycle were also reduced by 8 h metformin treatment, whereas the transcriptional suppression of most genes in regulation of TCA cycle was only present after 24 h metformin treatment. Pyruvate dehydrogenase (PDH) complex is a critical mitochondrial enzyme complex that catalyzes the conversion of pyruvate to acetyl-CoA and CO_2_, and provides the link between glycolysis and TCA cycle. The activity of PDH is inhibited by pyruvate dehydrogenase kinase 4 (PDK4) leading to the suppression of pyruvate conversion to acetyl-CoA^32^. Metformin has been observed to suppress the activity of PDH resulting in the suppression on glycolysis in cancer cells^33^. In our current study, we found that the two isoforms of PDH, pyruvate dehydrogenase (lipoamide) alpha 1 (PDHA1) and pyruvate dehydrogenase (lipoamide) beta (PDHB) were down-regulated by 24 h metformin treatment, while the PDK4 was time-dependently up-regulated by metformin at both 8 and 24 h suggesting that metformin may suppress the expression of PDH by up-regulating PDK4 expression. However, the expression of PDK1, PDK2 and PDK3 was down-regulated by 24 h metformin treatment. It is reported that the overexpression of PDK3 is positively associated with severity of cancer and negatively associated with disease-free survival in colon cancer patients. Moreover, the expression of PDK3 is controlled by HIF-1αand contributes to hypoxia-induced drug resistance in colon cancer cells^34^. Accordingly, the suppression on PDK3 by metformin may contribute to its anti-tumor activity in LoVo cells.

In addition to the glucose-derived energy supply, glutamine/glutamate also fuels tumor cell through conversion toα-ketoglutarate in TCA cycle. In previous report, metformin has been observed to reduce levels of both glutamine and glutamate in breast cancer stem cells, and no defect in glutamine transport across the cell membrane^12^. However, we observed that glutamate was increased by metformin treatment at all three time points, while glutamine was increased at 8 h and reduced at 48 h. We hypothesized that metformin blocked the conversion of glutamate to α-ketoglutarate, which could reduce the glutamine/glutamate-derived energy supply via TCA cycle. In addition to the role in energy supply, glutamate is one of the components of glutathione, which modulates the balance of intracellular redox status via conversion between reduced- and oxidized- glutathione. The imbalance of intracellular redox status leads to oxidative stress, which plays critical roles in tumor cells proliferation and apoptosis. In oesophageal squamous cell carcinoma cell lines, metformin is observed to reduce the cell proliferation, and protect the cells against cisplatin toxicity because of the induction of glycolysis and reduced intracellular thiols, while the glutathione synthesis inhibitor can ablate the protective effect of metformin^35^. However, in our current study, we found that 24 h metformin treatment dramatically depleted the reduced glutathione and increased oxidized glutathione, suggesting the imbalance between intracellular redox status induced by metformin on LoVo cells.

In summary, our current study indicates that metformin treatment produces comprehensive metabolic and transcriptional alteration on LoVo cells, which is time-dependent and prior to the occurrence of cell viability reduction. Moreover, the tumor cell energy metabolism pathway is one of the main targets for metformin activity.

## Additional Information

**How to cite this article**: He, J. *et al.* Metformin suppressed the proliferation of LoVo cells and induced a time-dependent metabolic and transcriptional alteration. *Sci. Rep.* **5**, 17423; doi: 10.1038/srep17423 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
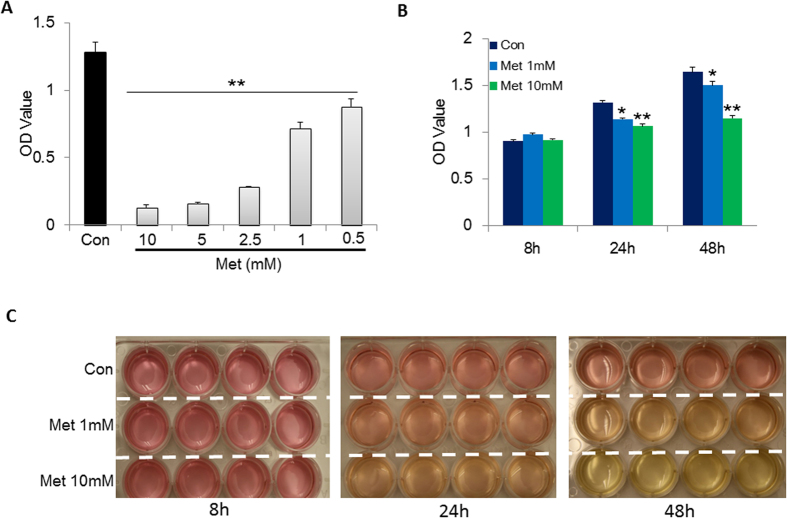
Metformin suppressed the proliferation of LoVo cells dose- and time-dependently. (**A**) Human-derived colon cancer cells, LoVo cells were cultured in 10% FBS DMEM and treated with or without metformin at a series of concentrations from 0.5 to 10 mM for 48 h. Then, cell viability was assayed with CCK-8 according to its instruction. (**B**) LoVo cells were treated with metformin for 8, 24 and 48 h at the concentrations of 1 and 10 mM, respectively. The cell number was evaluated with CCK-8. (**C**) The representative photograph of cell culture media treated with either 1 or 10 mM metformin for different time points. *P < 0.05, **P < 0.01 compared to corresponding control cells. Data are means ± S.E of at least two independent experiments with five replications for each group.

**Figure 2:**
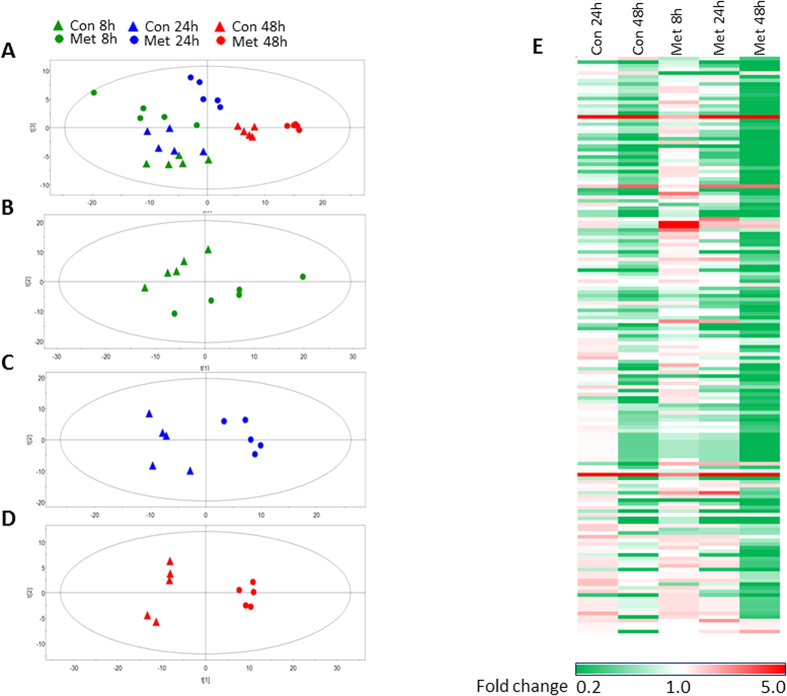
Metabolic profiling of LoVo cells treated with 10 mM metformin for different time points. (**A–D**) The PCA score plots for all groups, Con 8 h vs Met 8 h, Con 24 h vs Met 24 h, and Con 48 h vs Met 48 h, respectively. (**E**) The heatmap for the intensity variations of the total 158 metabolites identified with GC/TOFMS and LC/TOFMS together.

**Figure 3:**
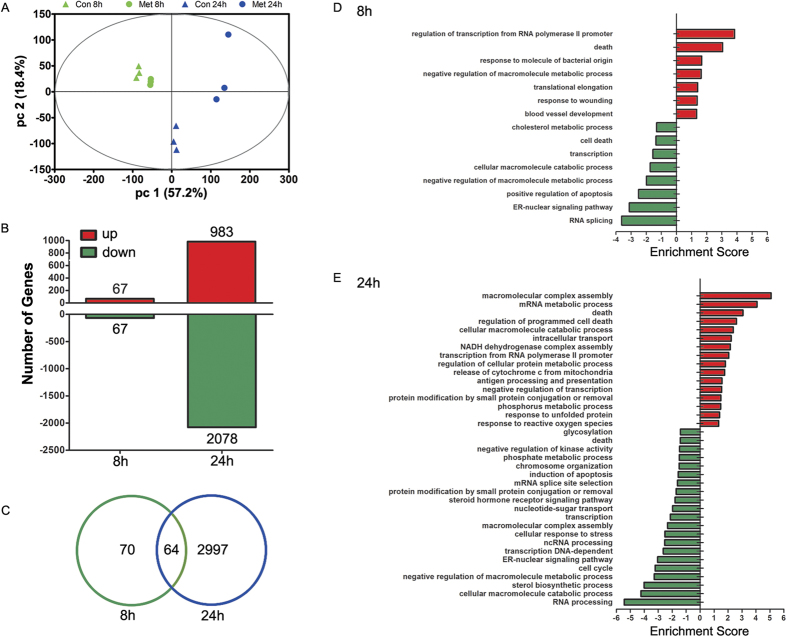
Transcriptomic profiling of LoVo cells treated with 10 mM metformin for 8 and 24 hours. (**A**) The PCA score plot of all analyzed transcripts of all 4 groups. (**B**) The summary of all up- and down-regulated genes by metformin treatment. (**C**) The number of altered genes by metformin treatment for either 8 or 24 h. (**D,E**) The GO enrichment analysis of altered genes by metformin treatment for either 8 or 24 h.

**Figure 4:**
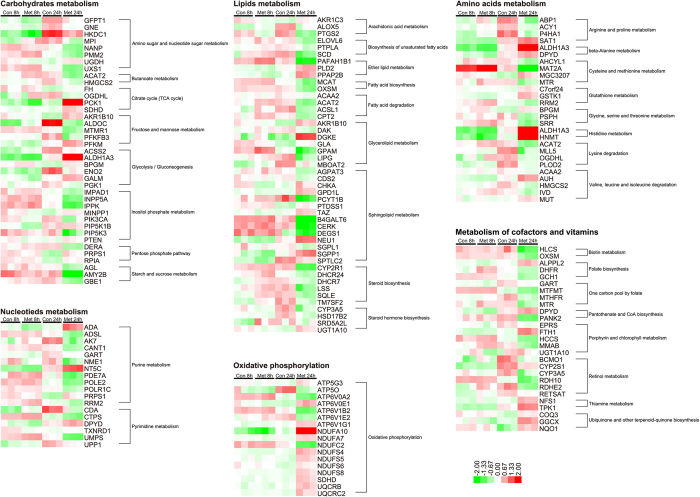
The heatmaps for altered expression of genes involved in energy metabolism pathways among all groups.

**Figure 5:**
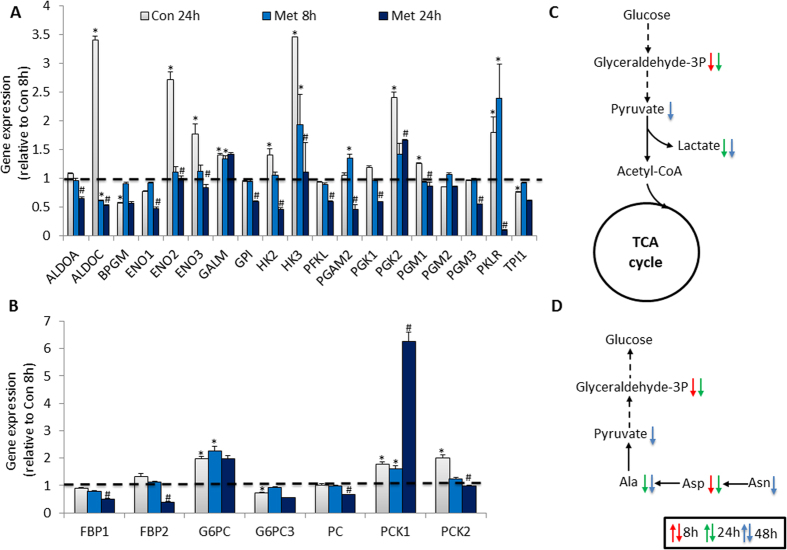
Summary of metabolites and gene expression alteration in glycolysis and gluconeogenesis processes. (**A,B**) The expression analysis of genes involved in glycolysis and gluconeogenesis processes by using RT^2^ Profiler Array. (**C,D**) Altered metabolites in glycolysis and gluconeogenesis processes by metformin treatment. Data are means ± S.E.M. of triplicates for each group. *indicates P < 0.05 compared to Con 8 h group, ^#^P < 0.05 compared to Con 24 h group with Student’s *t* test. The dashed and black arrows in metabolic processes represent indirect or direct reactions. The metabolites alteration at 8, 24 and 48 h are labeled with red, green or blue arrow, respectively.

**Figure 6:**
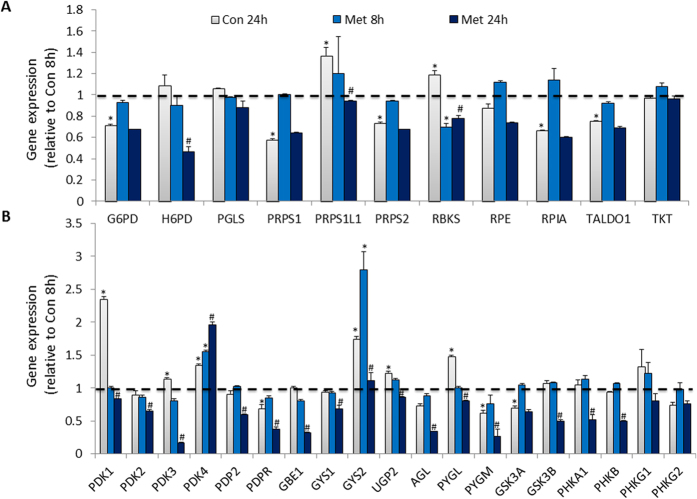
The expression analysis of genes involved in pentose phosphate pathway and regulation on glucose and glycogen metabolism. (**A**) The expression of genes in pentose phosphate pathway. (**B**) The expression of genes in regulation on glucose and glycogen metabolism. Data are means ± S.E.M. of triplicates for each group. *indicates P < 0.05 compared to Con 8 h group, ^#^P < 0.05 compared to Con 24 h group with Student’s *t* test.

**Figure 7:**
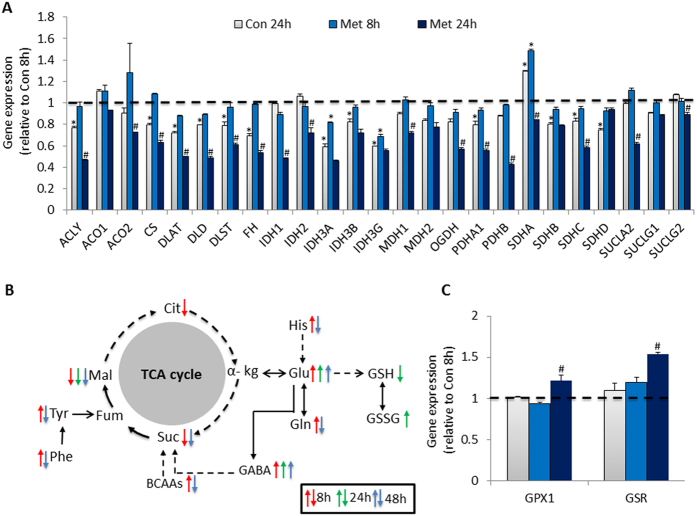
Summary of metabolites and gene expression alteration in TCA cycle. (**A**) The expression analysis of genes involved in TCA cycle by using RT^2^ Profiler Array. (**B**) Altered metabolites in TCA cycle by metformin treatment. (**C**) The expression of genes in modulating the conversion between reduced and oxidized glutathione in microarray. Data are means ± S.E.M. of triplicates for each group. *indicates P < 0.05 compared to Con 8 h group, ^#^P < 0.05 compared to Con 24 h group with Student’s *t* test. The dashed and black arrows in metabolic processes represent indirect or direct reactions. The metabolites alteration at 8, 24 and 48 h are labeled with red, green or blue arrow, respectively.

**Table 1 t1:** The observed differential metabolites between control and metformin-treated cells at 8 h.

Metabolite	RT_Min	Mean ± SD		P value^a^	VIP	Fold change (Met8 h/Con8 h)
		Con 8 h	Met 8 h			
Glyceraldehyde-3P^GC^	6.61	0.0437 ± 0.0136	0.0041 ± 0.0014	0.000	1.42	0.09
Valine^GC^	7.71	0.1159 ± 0.0157	0.1883 ± 0.0426	0.007	1.20	1.63
Leucine^GC^	8.50	0.1122 ± 0.0156	0.1820 ± 0.0386	0.006	1.22	1.62
Isoleucine^GC^	8.81	0.0781 ± 0.0337	0.1605 ± 0.0399	0.008	1.19	2.05
Succinate^GC^	9.01	0.0073 ± 0.0009	0.0055 ± 0.0012	0.026	1.20	0.75
Serine^GC^	9.74	0.1480 ± 0.01880	0.2167 ± 0.0430	0.011	1.16	1.46
Threonine^GC^	10.11	0.0952 ± 0.0128	0.1595 ± 0.0285	0.002	1.29	1.68
Malate^GC^	11.38	0.0184 ± 0.0030	0.0090 ± 0.0020	0.000	1.43	0.49
Methionine^GC^	11.75	0.0129 ± 0.0017	0.0239 ± 0.0046	0.001	1.32	1.85
Aspartic acid^GC^	11.78	0.9564 ± 0.1325	0.2710 ± 0.0570	0.000	1.50	0.28
5-oxoproline^GC^	11.79	0.8862 ± 0.1427	1.2261 ± 0.2588	0.033	1.05	1.38
Citrulline^GC^	12.89	0.0117 ± 0.0019	0.0186 ± 0.0036	0.005	1.22	1.58
Glutamate^GC^	12.95	0.2884 ± 0.0515	0.4623 ± 0.1111	0.013	1.15	1.60
Phenylalanine^GC^	13.05	0.0564 ± 0.0084	0.0863 ± 0.0183	0.011	1.17	1.53
D-Xylose^GC^	13.76	0.0102 ± 0.0017	0.0154 ± 0.0046	0.044	1.00	1.51
Glutamine^GC^	14.67	0.2012 ± 0.0457	0.6447 ± 0.1730	0.001	1.35	3.20
Hypoxanthine^GC^	15.01	0.0233 ± 0.0037	0.0445 ± 0.0085	0.001	1.33	1.91
Citrate^GC^	15.23	0.0066 ± 0.0015	0.0030 ± 0.0022	0.016	1.21	0.46
Lysine^GC^	16.22	0.0256 ± 0.0025	0.0437 ± 0.0114	0.009	1.19	1.71
Histidine^GC^	16.23	0.0101 ± 0.0012	0.0195 ± 0.0056	0.007	1.21	1.92
Tyrosine^GC^	16.40	0.0921 ± 0.0139	0.1549 ± 0.0322	0.004	1.25	1.68
Xanthine^GC^	17.28	0.0015 ± 0.0002	0.0028 ± 0.0008	0.009	1.18	1.82
Palmitic acid^GC^	17.34	0.0510 ± 0.0052	0.0723 ± 0.0155	0.020	1.11	1.42
Kynurenine^GC^	19.23	0.0046 ± 0.0006	0.0070 ± 0.0015	0.014	1.14	1.50
9-octadecenoate^GC^	19.29	0.0174 ± 0.0018	0.0246 ± 0.0047	0.013	1.15	1.41
Tryptophan^GC^	19.57	0.0076 ± 0.0013	0.0128 ± 0.0030	0.007	1.20	1.68
Spermine^GC^	23.63	0.0009 ± 0.0003	0.0027 ± 0.0007	0.001	1.32	2.96
Allothreonine^LC^	3.44	2.1551 ± 0.3272	3.6596 ± 0.7127	0.003	1.27	1.70
GABA^LC^	3.48	4.6049 ± 0.7340	7.7433 ± 1.6965	0.005	1.23	1.68
Galactonic acid^LC^	3.48	2.2804 ± 0.4442	3.6633 ± 0.8118	0.010	1.17	1.61
Delta-hydroxylysine^LC^	3.52	0.1270 ± 0.0190	0.0734 ± 0.0213	0.003	1.35	0.58
hydroxyacetic acid^LC^	3.55	0.4555 ± 0.0818	0.6542 ± 0.1329	0.022	1.10	1.44
Ornithine^LC^	3.60	1.9194 ± 0.2950	1.3819 ± 0.2607	0.016	1.23	0.72
5-Aminolevulinic acid^LC^	3.60	34.7644 ± 4.9563	25.0486 ± 4.7538	0.013	1.24	0.72
Aminoadipic acid^LC^	3.64	0.4158 ± 0.0509	0.9531 ± 0.1776	0.000	1.39	2.29
Glyceric acid^LC^	3.73	0.1207 ± 0.0120	0.3686 ± 0.0701	0.000	1.42	3.05
2,3,4-Trihydroxybutyric acid^LC^	3.81	5.4045 ± 0.8624	8.7672 ± 1.5911	0.003	1.26	1.62
Acetylcarnitine^LC^	3.82	0.8168 ± 0.1714	1.2347 ± 0.1398	0.003	1.27	1.51
5-Aminopentanoic acid^LC^	3.84	6.7259 ± 1.0422	10.4121 ± 1.5679	0.002	1.28	1.55
Deoxyguanosine^LC^	3.85	0.2522 ± 0.0383	0.1574 ± 0.0284	0.002	1.35	0.62
Betaine^LC^	3.87	0.4511 ± 0.0792	0.7131 ± 0.1368	0.006	1.21	1.58
D-Ribose^LC^	4.08	0.0577 ± 0.0084	0.1046 ± 0.0214	0.002	1.29	1.81
Uracil^LC^	5.08	0.1132 ± 0.0232	0.1677 ± 0.0472	0.049	1.00	1.48
L-alloisoleucine^LC^	8.51	15.5642 ± 2.3698	26.255 ± 4.2595	0.001	1.32	1.69
Inosine^LC^	9.78	8.6605 ± 1.4267	12.4076 ± 2.3258	0.015	1.13	1.43
Methylmaleic acid^LC^	11.43	0.1491 ± 0.0222	0.2352 ± 0.0440	0.005	1.24	1.58
N-acetylserotonin^LC^	16.47	0.0438 ± 0.0162	0.0710 ± 0.0116	0.016	1.12	1.62

^GC^represents metabolites identified with GC/TOFMS.

^LC^represents metabolites identified with LC/TOFMS.

^a^the P value was obtained with Student’s *t* test.

**Table 2 t2:** The observed differential metabolites between control and metformin-treated cells at 24 h.

Metabolite	RT_Min	Mean ± SD		P value^a^	VIP	Fold change (Met24 h/Con24 h)
		Con 24 h	Met 24 h			
Lactate^GC^	5.45	1.3143 ± 0.5747	0.3240 ± 0.0499	0.005	1.25	0.25
Alanine^GC^	6.05	0.6414 ± 0.2393	0.3048 ± 0.0393	0.015	1.15	0.48
Glyceraldehyde-3P^GC^	6.61	0.0640 ± 0.0148	0.0020 ± 0.0009	0.000	1.49	0.03
Aspartic acid^GC^	11.78	0.5361 ± 0.2581	0.1160 ± 0.0431	0.000	1.22	0.22
4-hydroxy-proline^GC^	11.86	0.0059 ± 0.0023	0.0024 ± 0.0005	0.011	1.18	0.41
Glutamate^GC^	12.95	0.1223 ± 0.0556	0.2268 ± 0.0411	0.010	1.20	1.85
Ornithine^GC^	15.17	0.0077 ± 0.0057	0.0161 ± 0.0054	0.043	1.02	2.09
Myristic acid^GC^	15.32	0.0029 ± 0.0005	0.0020 ± 0.0006	0.033	1.06	0.69
D-Erythrotetrofuranose^GC^	15.34	0.3538 ± 0.1454	0.1015 ± 0.0207	0.005	1.25	0.29
1,5-anhydroglucitol^GC^	15.43	0.0226 ± 0.0095	0.0058 ± 0.0008	0.004	1.26	0.26
Adenine^GC^	15.65	0.0076±0.0036	0.0187 ± 0.0033	0.001	1.36	2.45
Pantothenic acid^GC^	16.55	0.0010 ± 0.0003	0.0004 ± 0.0001	0.004	1.27	0.42
Kynurenine^GC^	19.23	0.0010±0.0003	0.0017 ± 0.0002	0.003	1.31	1.74
Spermine^GC^	23.63	0.0010 ± 0.0005	0.0022 ± 0.0005	0.005	1.25	2.15
inosine 5′-monophosphate^GC^	24.28	0.0154 ± 0.0074	0.0041 ± 0.0011	0.010	1.19	0.26
Adenosine 5-monophosphate^GC^	26.56	0.0056 ± 0.0018	0.0019 ± 0.0016	0.009	1.20	0.34
Cholesterol^GC^	27.52	0.3037 ± 0.0318	0.2310 ± 0.0294	0.006	1.25	0.76
Hypotaurine^LC^	3.05	2.0930 ± 0.2988	0.9156 ± 0.1051	0.000	1.47	0.44
Taurine^LC^	3.07	0.5057 ± 0.0459	0.4231 ± 0.0452	0.021	1.13	0.84
D-fructuose^LC^	3.37	0.5230 ± 0.0472	0.4463±0.0465	0.032	1.07	0.85
Glycine^LC^	3.39	0.2408 ± 0.0656	0.1015 ± 0.0086	0.002	1.33	0.42
Allothreonine^LC^	3.44	3.4034 ± 0.2244	2.1893 ± 0.2177	0.000	1.48	0.64
GABA^LC^	3.48	4.137 ± 0.9823	5.8457 ± 0.4433	0.008	1.22	1.41
D-Glucuronic acid^LC^	3.48	0.7626 ± 0.3637	0.2753 ± 0.0951	0.020	1.11	0.36
Galactonic acid^LC^	3.48	2.2267 ± 0.2468	1.2117 ± 0.0448	0.000	1.48	0.54
Threonine^LC^	3.49	0.9969 ± 0.1429	0.5629 ± 0.0957	0.001	1.39	0.56
Delta-hydroxylysine^LC^	3.52	0.1686 ± 0.0166	0.0600 ± 0.0069	0.000	1.52	0.36
Carnitine^LC^	3.52	2.0737 ± 0.1821	0.9587 ± 0.0803	0.000	1.51	0.46
Creatinine^LC^	3.59	0.3667 ± 0.0406	0.2182 ± 0.0240	0.000	1.44	0.59
5-Aminolevulinic acid^LC^	3.60	41.336 ± 3.4185	23.0472 ± 1.8495	0.000	1.50	0.56
Proline^LC^	3.63	17.9432 ± 1.5773	9.1569 ± 0.8769	0.000	1.50	0.51
Aminoadipic acid^LC^	3.64	0.2530 ± 0.0301	0.9234 ± 0.0951	0.000	1.53	3.65
D-Xylose^LC^	3.67	0.3866 ± 0.0388	0.2091 ± 0.0150	0.000	1.49	0.54
N-Acetylneuraminic acid^LC^	3.75	1.0740 ± 0.2292	0.2525 ± 0.0250	0.000	1.46	0.24
2,3,4-Trihydroxybutyric acid^LC^	3.81	7.1387 ± 1.0684	5.7593 ± 0.7837	0.048	1.00	0.81
Oxidized glutathione^LC^	3.82	0.9742 ± 0.5264	4.7470 ± 0.4473	0.000	1.52	4.87
Glutathione^LC^	3.83	19.7071 ± 14.5982	0.4223 ± 0.0468	0.018	1.12	0.02
Gluconolactone^LC^	3.84	0.7119 ± 0.1774	0.0639 ± 0.0216	0.000	1.47	0.09
Deoxyguanosine^LC^	3.85	0.4581 ± 0.0517	0.1808 ± 0.0321	0.000	1.50	0.39
Malate^LC^	3.86	7.3946 ± 0.4779	5.0875 ± 1.8503	0.027	1.08	0.69
Cytosine^LC^	4.17	1.2571 ± 0.2712	0.8159 ± 0.1184	0.010	1.18	0.65
3-Hydroxypropionic Acid^LC^	5.11	127.9337 ± 24.6667	49.0766 ± 2.8241	0.000	1.44	0.38
Inosine^LC^	9.78	16.1774 ± 3.8742	5.6126 ± 1.9391	0.001	1.38	0.35
Tryptophan^LC^	14.03	1.7719 ± 0.1565	1.2871 ± 0.1394	0.001	1.37	0.73
N-acetylserotonin^LC^	16.47	0.0647 ± 0.0083	0.0477 ± 0.0060	0.006	1.24	0.74

^GC^represents metabolites identified with GC/TOFMS.

^LC^represents metabolites identified with LC/TOFMS.

^a^the P value was obtained with Student’s *t* test.

**Table 3 t3:** The observed differential metabolites between control and metformin-treated cells at 48 h.

Metabolite	RT_Min	Mean ± SD		P value^a^	VIP	Fold change (Met48 h/Con48 h)
		Con 48 h	Met 48 h			
Pyruvate^GC^	5.27	0.0059 ± 0.0015	0.0014 ± 0.0010	0.004	1.00	0.23
Lactate^GC^	5.45	0.3588 ± 0.0275	0.0354 ± 0.0203	0.000	1.20	0.10
Alanine^GC^	6.05	0.4318 ± 0.0506	0.0516 ± 0.0101	0.000	1.19	0.12
Beta-alanine^GC^	7.30	0.0159 ± 0.0041	0.0030 ± 0.0008	0.001	1.06	0.19
Valine^GC^	7.71	0.0835 ± 0.0099	0.0278 ± 0.0052	0.000	1.16	0.33
Leucine^GC^	8.50	0.0849 ± 0.0137	0.0284 ± 0.0057	0.000	1.12	0.33
Isoleucine^GC^	8.81	0.0611 ± 0.0067	0.0175 ± 0.0023	0.000	1.17	0.29
Proline^GC^	8.85	0.2134 ± 0.0228	0.0488 ± 0.0072	0.000	1.18	0.23
Succinate^GC^	9.01	0.0014 ± 0.0002	0.0004 ± 0.0002	0.001	1.04	0.27
Threonine^GC^	10.11	0.0668 ± 0.0108	0.0104 ± 0.0023	0.000	1.16	0.16
4-hydroxy-proline^GC^	11.86	0.0029 ± 0.0003	0.0002 ± 0.0001	0.000	1.20	0.09
Creatine^GC^	12.24	0.1928 ± 0.0281	0.0471 ± 0.0075	0.000	1.15	0.24
Phenylalanine^GC^	13.05	0.0342 ± 0.0071	0.0135 ± 0.0027	0.002	1.04	0.40
Asparagine^GC^	13.55	0.0463 ± 0.0093	0.0143 ± 0.0038	0.001	1.09	0.31
Hypoxanthine^GC^	15.01	0.0265 ± 0.0046	0.0102 ± 0.0022	0.000	1.09	0.39
D-Erythrotetrofuranose^GC^	15.34	0.1213 ± 0.0182	0.0022 ± 0.0006	0.000	1.18	0.02
1,5-anhydroglucitol^GC^	15.43	0.0073 ± 0.0010	0.0001 ± 0.0000	0.000	1.19	0.01
Lysine^GC^	16.22	0.0148 ± 0.0013	0.0060 ± 0.0022	0.000	1.11	0.41
Histidine^GC^	16.23	0.0081 ± 0.0010	0.0026 ± 0.0005	0.000	1.15	0.32
Tyrosine^GC^	16.40	0.0614 ± 0.0138	0.0243 ± 0.0030	0.002	1.02	0.40
Pantothenic acid^GC^	16.55	0.0005 ± 0.0001	0.0000 ± 0.0000	0.000	1.19	0.10
Myo-Inositol^GC^	18.24	5.8843 ± 0.6433	1.6396 ± 0.3448	0.000	1.17	0.28
Kynurenine^GC^	19.23	0.0007 ± 0.0001	0.0002 ± 0.0001	0.000	1.10	0.36
Tryptophan^GC^	19.57	0.0085 ± 0.0012	0.0025 ± 0.0006	0.000	1.15	0.30
2-Monostearin^GC^	22.25	0.0008 ± 0.0002	0.0004 ± 0.0002	0.001	1.05	0.53
Inosine^GC^	22.49	0.0474 ± 0.0126	0.0104 ± 0.0037	0.003	1.02	0.22
Adenosine^GC^	22.86	0.0012 ± 0.0003	0.0004 ± 0.0002	0.001	1.04	0.30
Inosine 5′-monophosphate^GC^	24.28	0.0040 ± 0.0012	0.0005 ± 0.0001	0.001	1.07	0.12
Adenosine 5-monophosphate^GC^	26.56	0.0063 ± 0.0017	0.0005 ± 0.0002	0.002	1.02	0.08
D-fructose^LC^	3.37	0.2804 ± 0.0294	0.1680 ± 0.0083	0.000	1.17	0.60
Glycine^LC^	3.39	0.1144 ± 0.0128	0.0390 ± 0.0074	0.000	1.18	0.34
Glutamine^LC^	3.43	0.2629 ± 0.0224	0.1598 ± 0.0350	0.000	1.11	0.61
Allothreonine^LC^	3.44	2.9290 ± 0.1941	0.7707 ± 0.0699	0.000	1.20	0.26
Taurine^LC^	3.45	4.8359 ± 0.4289	1.9141 ± 0.1473	0.000	1.19	0.40
GABA^LC^	3.48	1.3601 ± 0.2207	2.0488 ± 0.1230	0.002	1.04	1.51
Galactonic acid^LC^	3.48	0.6262±0.0611	0.4129 ± 0.0484	0.000	1.11	0.66
Glutamate^LC^	3.51	0.8393 ± 0.1180	1.2344 ± 0.0529	0.001	1.04	1.47
Delta-hydroxylysine^LC^	3.52	0.0990 ± 0.0095	0.0289 ± 0.0047	0.000	1.19	0.29
Carnitine^LC^	3.52	1.1705 ± 0.1292	0.4121 ± 0.0315	0.000	1.19	0.35
N-Acetylneuraminic acid^LC^	3.58	8.6904 ± 0.7124	4.6462 ± 0.5748	0.000	1.18	0.53
Creatinine^LC^	3.59	0.1460 ± 0.0208	0.0615 ± 0.0310	0.000	1.13	0.42
Ornithine^LC^	3.60	0.9403 ± 0.0848	0.3607 ± 0.0229	0.000	1.20	0.38
5-Aminolevulinic acid^LC^	3.60	17.1012 ± 1.6318	6.5918 ± 0.4471	0.000	1.19	0.39
Aminoadipic acid^LC^	3.64	0.0683 ± 0.0248	0.7573 ± 0.0516	0.000	1.20	11.09
D-Xylose^LC^	3.67	0.1676 ± 0.0077	0.1282 ± 0.0100	0.000	1.15	0.76
Glyceric acid^LC^	3.73	3.7230 ± 1.4490	6.9782 ± 0.9533	0.001	1.08	1.87
Methylcysteine^LC^	3.80	0.5642 ± 0.0588	0.3722 ± 0.0414	0.000	1.13	0.66
Acetylcarnitine^LC^	3.82	0.8964 ± 0.1238	0.4568 ± 0.1120	0.001	1.06	0.51
5-Aminopentanoic acid^LC^	3.84	5.8135 ± 0.5834	2.9663 ± 0.4405	0.000	1.17	0.51
D-Threitol^LC^	3.84	0.7122 ± 0.0833	0.6094 ± 0.0347	0.001	1.06	0.86
3-Pyridylacetic acid^LC^	3.85	0.2082 ± 0.0183	0.1136 ± 0.0121	0.000	1.17	0.55
Deoxyguanosine^LC^	3.85	0.3297 ± 0.0975	0.1598±0.0256	0.001	1.08	0.48
2,3,4-Trihydroxybutyric acid^LC^	3.87	2.6760 ± 0.3617	1.4778 ± 0.1827	0.000	1.14	0.55
Betaine^LC^	3.87	0.4706 ± 0.0353	0.3238 ± 0.0423	0.000	1.12	0.69
D-Ribose^LC^	4.08	0.0499 ± 0.0066	0.0172 ± 0.0085	0.000	1.13	0.34
Cytosine^LC^	4.17	0.9537 ± 0.1139	0.2135 ± 0.0368	0.000	1.19	0.22
Uracil^LC^	5.08	0.1022 ± 0.0198	0.0434 ± 0.0296	0.001	1.08	0.42
Methionine^LC^	5.10	0.8950 ± 0.0830	0.3701 ± 0.0297	0.000	1.19	0.41
3-Hydroxypropionic acid^LC^	5.11	43.8395 ± 5.0814	13.3952 ± 4.8559	0.000	1.18	0.31
nicotinamide^LC^	5.11	3.7275 ± 0.4084	2.5355 ± 0.1644	0.000	1.15	0.68
Nicotinic acid^LC^	5.12	0.2603 ± 0.0304	0.1834 ± 0.0120	0.000	1.14	0.70
L-alloisoleucine^LC^	8.51	12.4753 ± 1.1999	5.3369 ± 0.3026	0.000	1.18	0.43
Methylmaleic acid^LC^	11.43	0.1281 ± 0.0141	0.0663 ± 0.0078	0.000	1.15	0.52
3-Methoxytyramine^LC^	11.43	0.0927 ± 0.0102	0.0468 ± 0.0019	0.000	1.15	0.51
Azelaic acid^LC^	17.83	1.0016 ± 0.0604	1.2211 ± 0.0702	0.003	1.01	1.22
Sebacic acid^LC^	18.46	0.3975 ± 0.0308	0.5076 ± 0.0255	0.000	1.11	1.28

^GC^represents metabolites identified with GC/TOFMS.

^LC^represents metabolites identified with LC/TOFMS.

^a^the P value was obtained with Student’s *t* test.

**Table 4:** Summary of the metabolic profiling data sets used in PCA and PLS-DA models.

Comparisons	PCA Model		PLS-DA Model		
	Number of components	R^2^X(cum)	Number of components	R^2^Y(cum)	Q^2^(cum)
All groups	6	0.893	9	0.974	0.883
Met 8 h vs Con 8 h	3	0.881	3	0.994	0.977
Met 24 h vs Con 24 h	2	0.672	2	0.985	0.933
Met 48 h vs Con 48 h	2	0.779	2	0.997	0.983

# Supplementary material for: Metformin suppressed the proliferation of LoVo cells and induced a time-dependent metabolic and transcriptional alteration
**Source:** Sci Rep. 2015 Nov 30;5:17423. doi: 10.1038/srep17423
**Supplement:** Supplementary Information

## Metformin suppressed the proliferation of LoVo cells and induced a time-dependent metabolic and transcriptional alteration

Jiaojiao He<sup>1</sup>, Ke Wang<sup>3</sup>, Ningning Zheng<sup>1</sup>, Yunping Qiu<sup>5</sup>, Guoxiang Xie<sup>6</sup>, Mingming Su<sup>6</sup>, Wei Jia<sup>1,4,6</sup>,  
Houkai Li<sup>1,2\*</sup>

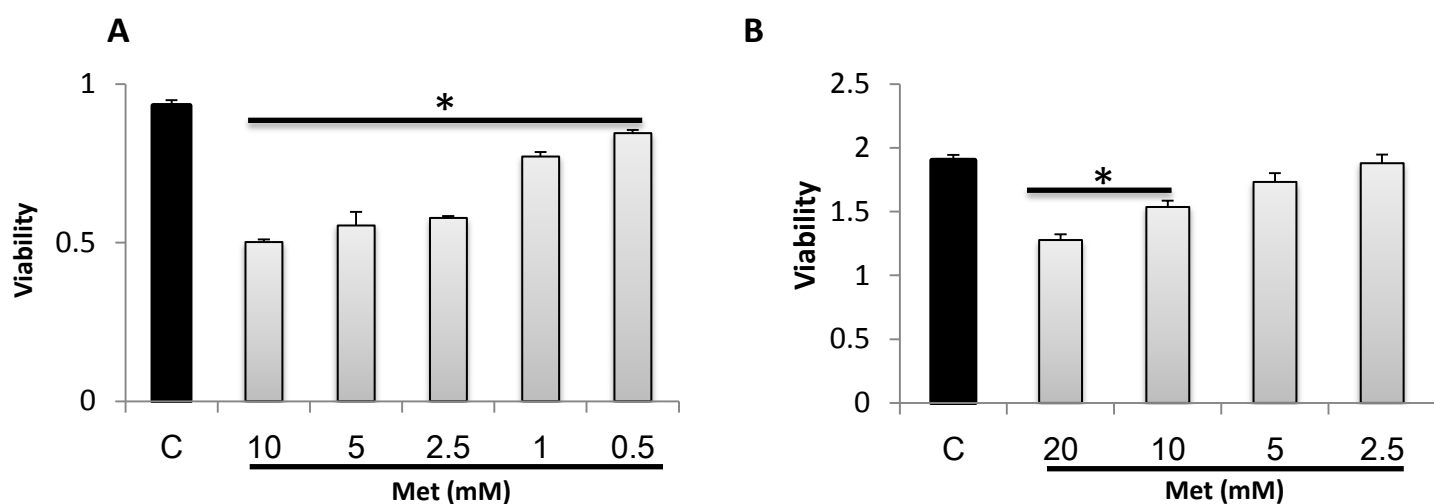

**Figure S1.** Metformin suppressed the proliferation of Caco-2 and HT-29 colon cancer cells.

Caco-2 (A) and HT-29 (B) cells were cultured in 10% FBS DMEM and treated with or without metformin at a series of concentrations for 48h. Then, cell viability was assayed with CCK-8 according to its instruction. \*indicates  $P < 0.05$  compared to control cells.

How the deposited data were processed for this re-analysis (not part of the article)

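Gene expression was measured on 12 Affymetrix HG-U133_Plus_2.0 arrays of LoVo cells in 4 groups of 3 arrays, Con 8 h, Met 8 h, Con 24 h and Met 24 h, and no column of the table was left out. The deposited values are linear signal intensities that the authors computed with MAS 5.0 (background correction, perfect match minus mismatch and global scaling of each array). They were used as log2 values with no floor, since all lie above 0, and with no further normalization between arrays. The smallest signal was 0.1, and MAS 5.0 signals near background are the least precise.

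The 62 AFFX control probe sets were left out of the tests. The methods keep probe sets called present in more than 2 samples of each group, and the table holds no detection calls, so the upper 50% of the probe sets by mean over all 12 arrays were kept instead (27307 probe sets, with a smallest geometric mean signal of 67.3). An annotation of the array of 2016 assigns 40218 probe sets to exactly 1 gene symbol, 1711 to several and 12746 to none. Of these symbols, 40164 were matched through Entrez gene identifiers to the RefSeq annotation of the assembly GRCh38.p14, which was used for current names alone, and 54 were left as in the annotation. The 23163 kept probe sets with 1 symbol stand for 12213 genes, each by its brightest probe set over all arrays. FTH1, 1 of the genes that the paper names, has no probe set of its own in this annotation and is not analysed here.

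Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per group over all 12 arrays, eBayes with a mean-variance trend). Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 1.2. The comparisons were Met 8 h with Con 8 h, Met 24 h with Con 24 h, Con 24 h with Con 8 h (culture time), and the difference between the metformin effects at 24 h and at 8 h. For single genes set beside the legend of Fig. 7, an exact permutation test (2-sided) is given. SAM, the test of the methods, was run as an own implementation with all 20 label permutations per comparison. The GO enrichment of the methods was not repeated, and 37 gene lists with 1136 genes (975 tested), written from general knowledge, were tested with camera (inter-gene correlation preset to 0.01, 2-sided, adjusted over the 37 lists, threshold 0.05) and again with an estimated correlation. The named genes are, per comparison, the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap. The rule adds the genes that the paper names and up to 4 called members of each list. ATF4, CCND1, MYC, ASNS, HBP1, ERRFI1, NEDD4L and ND6 are named outside this rule.

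The tests were run on simulated data with the spread of these arrays and 200 changed genes per run. At 24 h limma recovered 2.39% of genes with a log2 fold change of 0.3, and SAM 0.299%; at 1.2 SAM recovered 57.9%, and 1.49% of its calls were false. Correlations between arrays of the same group ranged from 0.9726 to 0.9875 over 12 pairs, and between groups from 0.9359 to 0.9855 over 54 pairs. Alternatives were an offset of 14.4 before log2, quantile normalization, median centring, other filters, other thresholds, a fit without the trend, array weights, the mean of the probe sets of a gene, probe sets in place of genes, a replicate block, each pair of groups alone, SAM, and each array left out in turn. Scaling on the added bacterial transcripts was chosen after their values were seen. The metabolite measurements and the PCR array of the paper are not analysed here.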

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

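The simulation of shared control arrays, the count over the 20 splits that keep the 24 h arrays in their groups and the margin of 1 standard error for the respiratory chain genes were chosen after the values they bear on were seen.

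HIF-1 targets, which the paper does not discuss as a set, rose with culture time in control cells (median log2 fold change 0.89), and the effect of metformin on them was lower at 24 h than at 8 h by a median of -0.86 (camera adjusted p = 1.4e-10, and adjusted p = 0.0019 with an estimated correlation). Of 10000 random lists matched on mean signal, 0% lay below their median with metformin at 24 h, which argues against a dependence of the signals on brightness, and the median was still -0.75 without Met 24 h replicate 2, the array whose loss weakened it most. Chance values of the shared Con 24 h arrays reached a median rise of at most 0.047 in simulated groups, against the 0.89 measured. The median of Met 24 h lay 0.09 above Con 8 h. A weaker hypoxia response of treated cells is a candidate explanation for these values, as a hypothesis drawn from the same arrays. It was not tested, and oxygen in the cultures was not measured.

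ATF4 targets were flagged by a median rise of 0.94 with culture time and by a metformin effect that was lower at 24 h than at 8 h, with a median difference of -0.55 (camera adjusted p = 1.4e-08, and adjusted p = 0.092 with an estimated correlation). A dependence on brightness is argued against by random lists matched on mean signal, of which 0% lay lower. Leaving out Con 24 h replicate 2, the array that mattered most, left -0.48, which argues against a single array. In Met 24 h the list stood 0.70 above Con 8 h. All 3 arrays of Met 24 h (0.79 to 0.84 above the mean of Con 8 h) lay below those of Con 24 h (0.92 to 1.01), and no biological explanation was tested. The transcript of ATF4 itself was higher with metformin, by 0.42 at 24 h (limma adjusted p = 0.00053 over probe sets) and by 0.37 at 8 h (0.025).

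Genes of complexes I to V were higher in Met 24 h than in Con 24 h, with a median of 0.26. Leaving out Met 24 h replicate 2 left 0.21, which argues against a single array as the source. Bright genes rose in general, since random lists matched on mean signal had a median of 0.16 and at most 0.24, so the list lies at percentile 100 of them but above their upper bound of 0.21 by less than its standard error of 0.06. A dependence of the signals on brightness and a rise of these genes with metformin cannot be told apart here, because the margin is below the spread between arrays.

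For 8 genes, chosen by calls in opposite directions at the 2 times, so that a called difference is largely set by that choice, the metformin effect changed sign, with differences of -2.71 for CHAC1, -1.19 for HBP1, -1.06 for CEBPB, -0.92 for NEDD4L, -0.85 for ASNS, -0.84 for ERRFI1, 1.68 for JUN and 2.69 for FOS. The added bacterial transcripts, which the paper does not report on, were 0.23 brighter on the log2 scale in Met 24 h than in Con 24 h.

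With 3 arrays against 3, 10 splits are too few for a share under 0.05. For genes, 1 of 10 splits, the real one, gave as many calls at 8 h (42, and 0 in the highest other), 1 of 10 at 24 h (2471, and 0) and 1 of 10 with culture time (1830, and 0). For gene lists with the preset correlation, 1 of 10 splits gave as many at 8 h (9, and 7 in the highest other), 1 of 10 at 24 h (13, and 12) and 3 of 10 with culture time (11, and 14), so camera calls several lists in regrouped arrays too. For the difference between the effects at both times, 3 of 100 splits gave as many genes (868, and 1048 in the highest other), a share under 0.05. This excludes chance only within these 100 splits and for arrays without an effect at either time. Splits that mix the 24 h arrays also remove the effect at 24 h. Both others with as many genes keep the 24 h arrays in their groups and mix those of 8 h. A separate set of 20 splits kept the 24 h arrays in their groups. Of these 20, 5 gave as many genes (1596 in the highest other) and 12 as many lists (15 in the highest other). The effect at 24 h itself raises these numbers. The value of 1596 exceeds 1048, so this set holds splits outside the 100. Whether chance at 8 h accounts for the difference stays open. For gene lists it was 6 of 100 splits (14, and 15 in the highest other), so chance is not excluded there.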

How the results depend on the processing

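The scaling on bacterial transcripts (spike-in scaling) was chosen after the data were seen; every other setting here was planned. Of the results for 272 named genes over all settings, 16889 kept their side of the threshold. Direction was not compared for results called neither in the main fit nor in the setting, and 363 of 816 main results were called. Sign changes of uncalled results are therefore not counted as reversed. Another 798 lost the call, 189 gained it and 9 reversed. Of those for called lists, 833 kept it, 105 lost it and 2 reversed. Of the counts and the shares of the first principal component, 183 were classed as unmoved and 66 as moved. The 66 include shares that stayed within 1.5 times of 42.1%, such as 46.0%. The cause was not tested unless the setting itself gives it.

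Counts follow in the order 8 h, 24 h, culture time, difference between the effects, both times, and up with culture time but down with metformin, where they moved. Median centring gave 19 at 8 h, 1481 at 24 h and 951 with culture time, then 9 for both times and 101. An adjusted p under 0.05 with no fold limit gave 192, 4090, 3184, 1910, 119 and 437, by its construction. Array weights gave 353 at 8 h, 3304 at 24 h, then 2766, 1766, 178 and 335. Counting probe sets gave 47 at 8 h, 4291 at 24 h, 2927 with culture time, 1425 for the difference, 33 at both times and 299, since more features enter. A fit with no trend gave 19 at 8 h and 15 at both times, and spike-in scaling 17 and 15. SAM gave 10 at 8 h, 1052 at 24 h and 552 with culture time, and 5 at both times; it shared 8, 1000 and 481 of its calls with limma. The 6 arrays alone gave 1343 at 24 h, and an unadjusted p under 0.05 with 1.2-fold gave 625 at both times. With any 1 of the 12 arrays left out, the counts ranged from 16 to 120, 1688 to 2567, 1106 to 2477, 573 to 1116, 11 to 66 and 129 to 261; the highest at 8 h, with culture time, at both times and for up with culture time but down with metformin came without Met 24 h replicate 2, an array that enters the shared variance. The replicate numbers do not pair the arrays (2 of 6 arrays were closest to their own number in each comparison); a replicate block gave 32, 2376, 1748, 815, 24 and 193.

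With an estimated correlation, 3 lists were called at 8 h, 1 at 24 h, 3 with culture time and 1 for the difference; with quantile normalization 7 for the difference and 12 at 24 h (5 up and 7 down, against 10 and 3), where glycolysis (-0.19), ATF4 targets (-0.33), serine and folate metabolism (-0.19) and the unfolded protein response (-0.10) were newly called down, and with no filter 18 with culture time. With 1 array left out, 5 to 10, 12 to 15, 11 to 14 and 11 to 16 lists were called. Quantile normalization took the cytosolic ribosomal proteins to 0 at 24 h and to -0.02 for the difference. The mean of the probe sets reversed GGCX (-0.36), MPC1 (-0.16), NDUFAF6 (-0.21), TRA2A (0.07), FNIP1 (0.28), HNRNPM (0.58) and DUSP4 (-0.28) at 24 h, and HK2 (-0.01) and MRPS18C (0.07) with culture time, since their probe sets disagree. GPX1 at 24 h was 0.22 with quantile normalization, 0.40 with median centring, 0.14 with spike-in scaling and 0.29 to 0.45 with 1 array left out, and GSR 0.10 to 0.50. The first principal component held 34.1% with unit variance, 16.2% with no filter, 55.5% with the upper 30% of probe sets and 39.3 to 46.0% with 1 array left out. Dim probe sets limit what MAS 5.0 signals can show, and genes below the filter were not tested.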

Differences from the paper's values

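At 8 h the paper's count of differentially expressed genes is 134, and limma called 42 at the same limits of adjusted p and fold change. The paper's 67 upregulated genes stand beside 27, and its 67 downregulated genes beside 15. Among the alternatives set before the data were examined, an adjusted p under 0.05 with no fold limit, limits other than the paper's, brings the total to 192 and the downregulated genes to 75, within 1.5 times of the paper's values, but not the upregulated genes (117). Leaving out Met 24 h replicate 2, which enters the shared variance, brings the total to 120 and the upregulated genes to 79, but not the downregulated genes (41). The other alternatives leave these 3 counts apart on either side, array weights (353, with 206 and 147) and SAM (10, with 5 and 5) among them.

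The paper's count of genes changed at both times is 64, and the count here is 31. Quantile normalization (45) and leaving out Met 24 h replicate 2 (66) come within 1.5 times of it, and the other alternatives do not.

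The paper states that sterol biosynthesis is enriched among the genes upregulated at 8 h. Here the sterol list was lower in Met 8 h, with a median log2 fold change of -0.39, in every setting tried, and HMGCS1 fell by 0.75; the figure of the categories (Fig. 3D), read by eye, shows a cholesterol category on the downregulated side.

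The paper lists ALDH1A3, DGKE, HNMT and NT5C among the genes that metformin upregulated at 24 h. ALDH1A3, with 1 probe set above the filter, had a log2 fold change of -0.04 (adjusted p = 0.76), and a dim probe set below the filter, which was not tested, had 0.60. DGKE had -0.39, HNMT 0.66 and NT5C 0.28 in their brightest probe sets, which limma did not call, and another probe set of each was called, with 1.60, 1.95 and 0.77; that of DGKE starts from a mean signal of 50.3, below the smallest mean signal kept (67.3), so its size is uncertain. Of the 15 genes it lists that were tested, 11 were called up, PCK1 highest of these.

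The paper states that most genes of energy metabolism that rose with culture time were downregulated by metformin at 24 h. That statement concerns the altered genes of its heatmaps, which include amino acid and vitamin metabolism. The 12 lists hold other genes, cover amino acids and vitamins only through serine, glycine and folate metabolism, and keep uncalled genes. The counts here therefore do not test the statement on the paper's own genes. Of the 29 genes of the 12 lists that rose with culture time, 7 fell with metformin, 4 rose and the others were not called. Of all 214 genes, 39 fell, 21 rose and 154 were not called, with 66 higher and 68 lower at an unadjusted p under 0.05, and the genes of complexes I to V had 24 rises and 0 falls in limma (56 higher and 1 lower at an unadjusted p under 0.05, and 0 by SAM).

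The paper states that GSR was upregulated at 24 h. In its brightest probe set the log2 fold change was 0.33 with an adjusted p = 0.12. GPX1, which the paper names with GSR, was called with 0.38. Another probe set of GSR had 0.38 (adjusted p = 0.051) and was not called either. The fold of Met 24 h over Con 8 h was 1.56 in that probe set and 1.25 in the brightest. The paper's figure, read by eye, shows 1.5. No setting called GSR; the lowest adjusted p were 0.012 with the mean of its probe sets and 0.026 without Met 24 h replicate 1, over a range up to 0.73.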

Other observations

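Single Wnt target genes, immediate early genes and p53 targets were called at 24 h, while camera called none of their lists with the MAS 5.0 scaling and the immediate early genes with scaling on the bacterial transcripts (adjusted p = 0.025). Of 14 Wnt target genes of colon cancer, 2 were upregulated and 5 downregulated (2 and 5 when adjusted over the list alone; camera adjusted p = 0.19). The ephrin receptor gene EPHB3 fell by 2.36 on the log2 scale (standard error 0.26, adjusted p = 1.9e-05) to a mean signal of 25.4, below the smallest mean signal kept (67.3), ZNRF3, which removes Wnt receptors, fell by 1.56, AXIN2, a negative regulator of the pathway, fell by 1.15, and the stem cell marker gene LGR5 fell by 1.04. Immediate early genes moved both ways, with 11 upregulated and 7 downregulated of 25 (11 and 7 when adjusted over the list alone; camera adjusted p = 0.15), among them NR4A2 at 1.88 and EGR1 at -1.92. The probe sets of EGR1 disagree. Another had -2.43, and a further one had -0.03 (adjusted p = 0.93), with mean signals of 302 in Con 24 h and 297 in Met 24 h. MYC had a log2 fold change of -0.73 (adjusted p = 0.00039). Of 24 p53 targets 5 rose and 2 fell (5 and 3 when adjusted over the list alone; camera adjusted p = 0.24), with the growth arrest gene GADD45A at 1.20. Of 21 intestinal markers 1 rose and 3 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.96), with a median of 0.04 and a mean of -0.16; the calls of the homeobox gene CDX1 (-1.45) and the fatty acid binding protein gene FABP1 (-1.93, to a mean signal of 39.4, below that limit) were lost without single arrays, with adjusted p up to 0.032. Limma called 0 of 6 stromal markers (0 higher and 1 lower at an unadjusted p under 0.05, and 0 by SAM) and 0 of 5 blood cell markers (2 higher and 0 lower, and 0 by SAM).

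Lipid, nucleotide and nutrient genes moved both ways at 24 h. Of 27 sphingolipid genes 3 rose and 3 fell (5 and 4 when adjusted over the list alone; camera adjusted p = 0.49), with a median of 0.17 and a mean of -0.09, and the ceramide kinase gene CERK fell by 1.84. Of 24 genes of fatty acid oxidation 2 rose and 2 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.10), with the acyl-CoA synthetase gene ACSL1 at -0.96 and CPT2 at -0.59. Of 22 genes of purine and pyrimidine synthesis 3 rose and 3 fell (4 and 4 when adjusted over the list alone; camera adjusted p = 0.94), and UMPS, which makes UMP, fell by 1.12. Of 19 genes of serine, glycine and folate metabolism 0 rose and 4 fell (0 and 4 when adjusted over the list alone; camera adjusted p = 0.31, and adjusted p = 0.032 with quantile normalization, called down). Of 47 lysosome and autophagy genes 9 rose and 5 fell (10 and 5 when adjusted over the list alone; camera adjusted p = 0.076), with the proton pump gene ATP6V1B2 at -0.88, and of 23 AMPK and mTORC1 genes 1 rose and 3 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.94), with the mTORC1 inhibitor gene AKT1S1 at -1.12. Of the ATF4 targets, 5 rose and 10 fell (5 and 11 when adjusted over the list alone; camera adjusted p = 0.086, and adjusted p = 0.00066 with quantile normalization, called down), with ATF3 at 1.34 and PPP1R15A, which reverses the phosphorylation of eIF2alpha, at 1.18. Camera also called the ATF4 list down with no filter (adjusted p = 0.021), without Con 24 h replicate 3 (0.042) and without Met 24 h replicate 2 (0.035).

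With culture time in control cells, further lists were called by camera. Proteasome genes had a median of -0.25 (adjusted p = 7.8e-09, and adjusted p = 0.29 with an estimated correlation), ribosome biogenesis -0.25 (7.6e-05, and adjusted p = 0.19 with an estimated correlation), heat shock genes -0.27 (0.00092, and adjusted p = 0.15 with an estimated correlation) and mitochondrial ribosomal proteins -0.15 (7.8e-06, and adjusted p = 0.49 with an estimated correlation). Purine and pyrimidine synthesis had -0.22 (0.0048, and adjusted p = 0.32 with an estimated correlation) and mitosis genes -0.08 (0.01, and adjusted p = 0.071 with an estimated correlation). Glycolysis genes had 0.14 (0.0068, and adjusted p = 0.43 with an estimated correlation) and intestinal markers 0.24 (0.01, and adjusted p = 0.19 with an estimated correlation). At 8 h of metformin, lists with small positive medians were called as well: sphingolipid genes (0.10, adjusted p = 0.0085), cytosolic ribosomal proteins (0.09, 0.0055), lysosome genes (0.09, 0.016) and NRF2 targets (0.07, 0.016). With an estimated correlation their adjusted p were 0.065, 0.92, 0.24 and 0.88, and scaling on the bacterial transcripts, chosen after the data were seen, took their adjusted p to 0.052, 0.064, 0.12 and 0.12 with the preset correlation.

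ND6, chosen after its values were seen, is the gene of the light strand of mitochondrial DNA. Its probe set fell by 2.73 at 24 h (adjusted p = 1.3e-09), with 0.56 at 8 h and 1.03 with culture time. The probe sets of the other mitochondrially encoded genes measured had log2 fold changes from -0.02 to 0.32 at 24 h.

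For genes that the paper measured with its PCR array, whose samples are not used here, the arrays gave these values at 24 h. The paper reports suppression of PCK2, PRPS2, H6PD, FBP1, PC and ACLY; on the arrays PCK2 had a log2 fold change of -0.30 (adjusted p = 0.04), PRPS2 0.28 (0.025), H6PD -0.52 (0.042), FBP1 -0.16 (0.2), PC 0.31 (0.26) and ACLY 0.15 (0.3), none of them called. PDHA1 had -0.06 (adjusted p = 0.59) and PDHB -0.23 (0.018). PFKL had -0.21, PFKP -0.18, PKM 0.17 and HK1 -0.19, none called, while HK2 had -0.73 and was called downregulated. PFKM had 0.46 (adjusted p = 0.0012), a call lost with median centring and with scaling on the bacterial transcripts. These values are those of the brightest probe sets. Other probe sets above the filter had -0.14 and -0.19 for ACLY, -0.11 for PRPS2, -0.35 for H6PD and -0.30 and 0.06 for PDHA1. They had -0.26 for PDHB, -0.21 for PFKL and -0.01 for PKM. Those of HK2 had -2.05 and -2.17, to mean signals of 38.3 and 49.2 that lie below the smallest mean signal kept (67.3).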
